# Parathyroid Hormone Induces Bone Cell Motility and Loss of Mature Osteocyte Phenotype through L-Calcium Channel Dependent and Independent Mechanisms

**DOI:** 10.1371/journal.pone.0125731

**Published:** 2015-05-05

**Authors:** Matthew Prideaux, Sarah L. Dallas, Ning Zhao, Erica D. Johnsrud, Patricia A. Veno, Dayong Guo, Yuji Mishina, Stephen E. Harris, Lynda F. Bonewald

## Abstract

Parathyroid Hormone (PTH) can exert both anabolic and catabolic effects on the skeleton, potentially through expression of the PTH type1 receptor (PTH1R), which is highly expressed in osteocytes. To determine the cellular and molecular mechanisms responsible, we examined the effects of PTH on osteoblast to osteocyte differentiation using primary osteocytes and the IDG-SW3 murine cell line, which differentiate from osteoblast to osteocyte-like cells in vitro and express GFP under control of the dentin matrix 1 (*Dmp1*) promoter. PTH treatment resulted in an increase in some osteoblast and early osteocyte markers and a decrease in mature osteocyte marker expression. The gene expression profile of PTH-treated Day 28 IDG-SW3 cells was similar to PTH treated primary osteocytes. PTH treatment induced striking changes in the morphology of the *Dmp1*-GFP positive cells in IDG-SW3 cultures and primary cells from *Dmp1*-GFP transgenic mice. The cells changed from a more dendritic to an elongated morphology and showed increased cell motility. E11/gp38 has been shown to be important for cell migration, however, deletion of the *E11/gp38/podoplanin* gene had no effect on PTH-induced motility. The effects of PTH on motility were reproduced using cAMP, but not with protein kinase A (PKA), exchange proteins activated by cAMP (Epac), protein kinase C (PKC) or phosphatidylinositol-4,5-bisphosphonate 3-kinase (Pi3K) agonists nor were they blocked by their antagonists. However, the effects of PTH were mediated through calcium signaling, specifically through L-type channels normally expressed in osteoblasts but decreased in osteocytes. PTH was shown to increase expression of this channel, but decrease the T-type channel that is normally more highly expressed in osteocytes. Inhibition of L-type calcium channel activity attenuated the effects of PTH on cell morphology and motility but did not prevent the downregulation of mature osteocyte marker expression. Taken together, these results show that PTH induces loss of the mature osteocyte phenotype and promotes the motility of these cells. These two effects are mediated through different mechanisms. The loss of phenotype effect is independent and the cell motility effect is dependent on calcium signaling.

## Introduction

Osteocytes are the most abundant and long lived cells within the bone and are known to play important roles in regulating bone formation, resorption and homeostasis. They represent the terminal differentiation stage of the osteoblast lineage, where an osteoblast has become entrapped within the mineralized matrix. Although the location of osteocytes deep within the mineralized bone matrix has hindered investigation into their biology, several important functions of osteocytes have now become apparent (reviewed in [1]). Recent studies have indicated the importance of osteocytes in maintaining bone mass. They are important regulators of osteoclast formation and activity [2–5] and may be the primary source of receptor activator of nuclear factor kappa-B ligand within the adult skeleton [3,4]. Osteocytes also play an important role in controlling osteoblast differentiation via the expression of wnt signaling inhibitors such as sclerostin and dikkopf-related protein 1 [6–8]. Osteocytes are sensory cells and are very responsive to changes in their extracellular environment, such as mechanical strain (see [9,10] for review) and biochemical and hormonal signals (reviewed in [1,11]). One of the most important and well known of these signals is parathyroid hormone (PTH), which is secreted by the parathyroid gland and is known to have both anabolic and catabolic effects on the skeleton [12].

It has long been suggested that the osteocyte is a target cell for PTH. Changes in cytoskeletal ultrastructure and increased microfilament and microtubule formation were observed in osteocytes treated with PTH *in vivo* [13,14]. The PTH receptor, PTH1R, is present on osteocytes *in vivo* [15,16] in addition to osteoblasts, but is absent from osteoclasts, suggesting that PTH regulation of bone resorption is mediated by cells other than the osteoclast itself. PTH1R is also present on primary osteocytes *in vitro* and primary osteocytes were found to be more responsive to PTH compared to osteoblasts [17]. PTH downregulates expression of the wnt antagonist sclerostin [18,19]. Sclerostin is a potent inhibitor of osteoblastic bone formation as deletion of sclerostin in mouse models results in increased bone mass [20]. The use of a monoclonal antibody targeting sclerostin has proved successful at increasing bone formation in animal models and clinical trials [21–23]. A murine model in which the PTH1R was constitutively activated in osteocytes under control of the dentin matrix 1 (*Dmp1*) promoter resulted in increased bone formation and resorption with a net increase in bone mass [24].

One of the difficulties in studying the effects of PTH on osteocytes is their relative inaccessibility. Cell lines have been made, such as MLO-Y4 and MLO-A5 cells. While they are useful for mechanistic studies, these cells have their limitations. MLO-Y4 cells are more representative of an early osteocyte and do not reside within a mineralized matrix or express mature osteocyte markers [25,26]. MLO-A5 cells do synthesize a mineralized matrix but only have very low basal levels of *Sost* expression [26–28]. A novel, conditionally immortalized cell line, IDG-SW3, has recently been developed in our laboratory, which recapitulates differentiation from an osteoblast to a mature osteocyte over a twenty eight day culture period. These cells initially have an osteoblastic phenotype, but when cultured under mineralizing conditions express early osteocyte markers such as E11/podoplanin, followed by *Dmp1* and finally by mature markers such as sclerostin and fibroblast growth factor 23 (*Fgf23*) by 21–28 days of culture [29]. These cells also express green fluorescent protein (GFP) under control of the 8kb *Dmp1* promoter while they are mineralizing and respond to hormonal signals such as PTH by decreasing *Sost* expression and to 1,25(OH)_2_D_3_ by increasing *Fgf23* expression, in a similar fashion to osteocytes *in vivo* [29,30].

To further understand the mechanisms underlying the effects of PTH in bone, the IDG-SW3 cell line was used in the present study to investigate the effects of PTH on osteoblasts/osteocytes at different stages of differentiation. Mature IDG-SW3 cells (representing the late osteocyte phenotype) and primary osteocytes were particularly sensitive to PTH treatment and lost their mature osteocyte phenotype. Cells positive for *Dmp1*-GFP representing early osteocytes responded to PTH with a dramatic change in morphology and an increase in motility. This change was mediated by cAMP generation and was regulated by Ca^2+^ signaling through the L-Type calcium channel. These studies therefore describe a new function for this channel in modulating the effects of PTH on bone cells.

## Materials and Methods

### Cell culture

IDG-SW3 cells were cultured as described previously [29]. These cells are immortalized with a temperature sensitive T-antigen that is induced by interferon gamma (IFN-γ), therefore they proliferate under permissive conditions (33°C in α-MEM with 10% FBS, 100 U/ml penicillin, 50μg/ml streptomycin) (all Hyclone, South Logan, UT) and 50 U/ml IFN-γ (Life Technologies, Carlsbad, CA) on type I collagen coated plates. For experiments, cells were plated at a density of 4x10^4^ cells/cm^2^ in collagen coated 6 or 12-well plates (Corning, Tewksbury, MA). Once the cultures reached confluence, the media was replaced with osteogenic media (α-MEM with 10% FBS, 100 U/ml penicillin, 50 μg/ml streptomycin, 50μg/ml ascorbic acid and 4mM β-glycerophosphate) (both Sigma-Aldrich, St. Louis, MO) in the absence of IFN-γ and cells were cultured at 37°C. Media was changed every three days.

To examine the effects of PTH on IDG-SW3 cells, the media was replaced with fresh osteogenic media and the cultures were treated with a range of concentrations of bovine PTH (1–34) (1–100nM) (Sigma) or vehicle (PBS) for either 24 or 48 hours. Cultures were also treated with Forskolin (1–50 μM) (Sigma) and 8-bromo-cAMP (1–100μM) (Sigma), a stable isoform of cAMP. To investigate the pathways mediating the effects of PTH, IDG-SW3 cultures were treated with PKI 14–22 (Tocris Bioscience, Bristol, UK), 6-Bnz-cAMP (Biolog, Bremen, Germany), 8-CPT-2Me-cAMP (Tocris), phorbol 12-myristate 13-acetate (PMA) (Sigma), Go6983 (Tocris), PKC-zeta pseudosubstrate (Tocris), LY294002 (Sigma), Wortmannin (Tocris), Nifedipin (Tocris) and Diltiazem Hydrochloride (Tocris), or vehicle controls, at the indicated concentrations.

### Culture of *ex-vivo* osteocyte enriched bone fragments and whole bone

Long bones (tibia, femur and humerus) were aseptically dissected from 4 individual male 4 month old C57/BL/6 mice, euthanized by carbon monoxide treatment followed by cervical dislocation. The bones were cleaned of muscle, the epiphyses were removed and the marrow flushed out with a syringe and 27 gauge needle. The bones were dissected into 2mm sized pieces and subjected to three 25 minute sequential digestions in 2mg/ml Type IA collagenase (from Clostridium histolyticum, Sigma) in α-MEM and 5mM EDTA/0.1% BSA (Sigma) in PBS as described in [31], to remove cells from the bone surface. After digestion, the bone pieces from each mouse were further dissected into smaller fragments (approx. 1mm^2^), divided between 2 wells of a 12 well plate and cultured overnight in αMEM supplemented with 10% FBS, 100 U/ml penicillin and 50μg/ml streptomycin. The following day the bone fragments from each mouse were treated with either 50nM PTH or PBS (as a vehicle control) and cultured for a further 24 hours before harvesting for RNA extraction for qPCR analyses. All animal experiments were performed with the approval of the Institutional Animal Care and Use Committee at the University of Missouri, Kansas City and conformed to relevant federal guidelines.

To obtain a gene expression profile of the effects of PTH on osteocytes within their mineralized micro-environment, long bones from 2–3 month old mice were used. The mice were sacrificed by cervical dislocation, the epiphyses were removed just below the growth plate, the marrow flushed out as above, and then the bones were digested with 0.2% Type I Collagenase (Sigma) and 0.05% trypsin (Sigma) in αMEM plus antibiotics, for 30 min with rotation at 150rpm at 37 degrees. The marrow region from each bone, tibia plus femur, was again flushed with media until all the marrow was removed. The bones were then digested for 20 min each, 3 times with the collagenase-trypsin mixture as above. By histology these bone cylinders or bone “tubes” are free of any osteoblasts on the periosteal or endosteal surface and contain no growth plate material. The tubes contain predominantly osteocytes in their “natural” bone matrix environment *ex vivo*. The osteocyte bone tubes were cultured in αMEM plus 10% FBS plus antibiotics overnight. The media was changed the next day with or without 250nM PTH to ensure penetration within the bone matrix. The bone tubes were removed after 24 hours, rinsed with PBS, and frozen until RNA extraction for array analyses.

### RNA Extraction of *Ex Vivo* Bone “tubes” for Global Gene Expression Profiling

The frozen tibia and femurs, from 4–5 mice per experiment, were placed in liquid nitrogen and pulverized with 3–5 strokes. To the frozen bone powder, approximately 10 bones per preparation, 5ml of Trizol (Life Technologies) was added and allowed to come to room temperature (approx. 1hr). The mixture was placed in a glass-teflon homogenizer and given 10 strokes. The RNA was then extracted following the manufacturer’s instructions and biotinylated cRNA prepared with the Ambion cRNA kit (Life Technologies). The cRNAs were then hybridized with the Mouse Illumina v6 array with 45,281 probes (Illumina, San Diego, CA), washed and scanned with the Illumina scanning system. The data files were then analyzed with the Genome Studio RNA expression module, using quantile normalization and a differential expression score of >5 or <-5 (p<0.05) that takes into consideration multiple testing issues (see Genome Studio Manual).

### RNA Seq Analysis of PTH-treated Mature Day 28 IDG-SW3 Cells

IDG-SW3 cells were differentiated for 28 days in one well of a 6 well plate in osteogenic media and then treated for 24 hours with either 50nM PTH or PBS in triplicate. Total RNA was isolated using Trizol according to the manufacturer’s instructions. The transcriptome profile of the Day 28 IDG-SW3 cells treated with and without PTH was determined by RNA sequencing using the HiSeq 2000 sequencing platform (Illumina). Sample amplification, labeling, hybridization and scanning were carried out by the microarray core of the University of Missouri-Columbia. Libraries were constructed following the manufacturer’s protocol with reagents supplied in Illumina’s TruSeq RNA sample preparation kit v2. Briefly, the poly-A containing mRNA is purified from total RNA, RNA is fragmented, double-stranded cDNA is generated from fragmented RNA, and the index containing adapters are ligated to the ends. Total RNA (2ug) was first incubated in a thermal cycler for 5 minutes at 65°C in a total volume of 50ul in a 96-well PCR plate. The plate was removed and incubated an additional 5 minutes at room temperature allowing RNA to bind to the poly-T oligo-attached magnetic beads. Beads were washed by placing the PCR plate on the magnetic stand at room temperature for 5 minutes and discarding supernatant. Bead Washing Buffer (200ul) was added and returned to the magnetic stand for 5 minutes. Supernatant was removed and discarded. The plate was removed from the magnetic stand and Elution Buffer (50ul) was added to each well. The plate was incubated at 80°C for 2 minutes and then placed at room temperature. RNA was rebound to beads with the addition of Bead Binding Buffer (50ul) and incubated for 5 minutes at room temperature. Beads were washed as previously described. First strand cDNA synthesis was performed by adding the Elute, Prime, Fragment Mix (19.5ul) to each well. The mixture was incubated for 8 minutes at 94°C. The plate was placed on the magnetic stand at room temperature for 5 minutes. From the plate, 17ul of the fragmented and primed RNA was transferred to a new PCR plate. First Strand Master Mix and Superscript II mix (8ul) was added to each well and gently mixed. Incubation was performed in a thermal cycler with the program: 25°C^(10:00)^+42°C^(50:00)^+70°C^(15:00)^. Second strand cDNA synthesis was performed by the addition of Second Strand Master Mix (25ul) to each well. Mixture was incubated at 16°C for 1 hour. Aline PCRClean beads (90ul) were added to each well containing 50ul of ds cDNA. The plate was incubated at room temperature for 15 minutes and placed on the magnetic stand for 5 minutes. The supernatant (135ul) was removed and discarded. Each well was washed by addition of 200ul of 80% EtOH, incubation at room temperature for 30 seconds, and removal of supernatant. Wash steps were repeated once and plate was allowed to dry on magnetic stand for 15 minutes. Resuspension Buffer (52.5ul) was added to each well. The plate was returned to the magnetic stand at room temperature for 5 minutes and 50ul of supernatant was transferred to a new PCR plate. Fragment overhang ends were converted to blunt ends by the addition of the End Repair Mix (40ul) to each well and incubation at 30°C for 30 minutes. Aline PCRClean beads (160ul) were added to each well which contained 100ul of End Repair Mix. Plate was incubated at room temperature for 15 minutes. Supernatant (127.5ul) was removed and discarded. Each well was washed with 80% EtOH as previously described. The dried pellet was resuspended in Resuspension Buffer (20ul) and 15ul was transferred to a new PCR plate. The 3’ ends of the fragments were adenylated with the addition of A-Tailing Mix (12.5ul) to each well and then incubated for 30 minutes at 37°C. DNA Ligase Mix (2.5ul) and a single RNA Adapter Mix (2.5ul) were added to each well and then incubated for 10 minutes at 37°C. The ligation reaction was stopped with the addition of Stop Ligase Mix (5ul). Aline PCRClean beads (42ul) were added to each well. The plate was incubated at room temperature for 15 minutes. Supernatant (79.5ul) was removed and discarded. Each well was washed with 80% EtOH as previously described. The dried pellet was resuspended in Resuspension Buffer (52.5ul) and 50ul was transferred to a new PCR plate. Aline PCRClean beads (50ul) were added to each well. The plate was incubated at room temperature for 15 minutes. Supernatant (95ul) was removed and discarded. Each well was washed with 80% EtOH as previously described. The dried pellet was resuspended in Resuspension Buffer (22.5ul) and 20ul was transferred to a new PCR plate. DNA fragments were enriched by adding PCR Primer Cocktail (5ul) and PCR Master Mix (25ul) to each well. PCR amplification was performed as follows: 98°C^(0:30)^+[98°C^(0:10)^+60°C^(0:30)^+72°C^(0:30)^] x 15 cycles +72°C^(5:00)^. The amplified cDNA construct were purified by addition of Aline PCRClean beads (50ul) to each well. The plate was incubated at room temperature for 15 minutes. Supernatant (95ul) was removed and discarded. Each well was washed with 80% EtOH as previously described. The dried pellet was resuspended in Resuspension Buffer (32.5ul), incubated at room temperature for 2 minutes, and then placed on the magnetic stand for 5 minutes. Supernatant (30ul) was transferred to low binding microcentrifuge tube for storage. The final construct of each purified library was evaluated using the BioAnalyzer 2100 automated electrophoresis system, quantified with the Qubit flourometer using the quant-iT HS dsDNA reagent kit (Invitrogen), and diluted according to Illumina’s standard sequencing protocol for sequencing on the HiSeq 2000. The data sets can be found under: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse61351.

### Comparison of IDG-SW3 PTH responsive genes with long bone osteocyte PTH responsive genes

Gene Set Enrichment analysis was used to compare the PTH responsive genes between the two datasets. A non-redundant file of 33,277 probes with n = 3 for control and n = 3 for PTH treatment was used to construct a. gct file dataset, and the 1794 PTH responsive genes in the IDG-SW3 cell model was used to construct a. gmx file geneset. The phenotype file,. cls, was PTH vs Control. These files were then analyzed using the program, GSEA, at the Broad Institute. A. gmx file with only the positive PTH responsive genes in the IDG-SW3 cell model was prepared and compared with the dataset containing all the non-redundant data with the 33,277 probes from the bone tube osteocyte analysis. This was again analyzed with the GSEA program.

### Real-time PCR

Total RNA was isolated from IDG-SW3 cultures (in triplicate wells of a 12-well plate) and cultured bone fragments (from 4 individual mice) in Trizol according to the manufacturer’s instructions. RNA was treated with DNAse I (Life Technologies) to remove genomic DNA contaminants and 1μg was reverse transcribed into cDNA using the high capacity cDNA kit (Life Technologies) according to the manufacturer’s instructions. Real-time PCR was performed using 25ng of template cDNA with Taqman gene arrays and 2x Master mix in duplicate on a Step One Plus cycler (all Life Technologies). The data was normalized to the housekeeping gene *Actb*. Relative expression was determined using the 2^-ΔΔCt^ method [32].

### Western blotting

IDG-SW3 cells were cultured in 12 well plates in osteogenic media as described previously. 48 hours before harvesting, the media on the cells was replaced with fresh osteogenic media containing 50nM PTH or PBS. After 48 hours, the media was removed from the cultures and the cell monolayers were rinsed twice in PBS and lysed in ice-cold RIPA buffer (50mM Tris, 150mM NaCl, 0.5% sodium deoxycholate, 1% NP-40) containing Complete Mini protease inhibitors (Roche, Indianapolis, IN). All steps were performed on ice to prevent protein degradation. 10μg of total protein from each sample was loaded onto a 10% Bis-tris gel (Biorad, Hercules, CA) and separated by SDS PAGE as described previously [33]. The protein was electroblotted to a PVDF membrane (GE Healthcare, Pittsburg, PA) for 45 minutes at 360mA. 8.1.1. antibody [34] was used to detect E11 expression (1:2500 dilution of hybridoma culture supernatant) and polyclonal anti-sclerostin antibody AF1589 (R&D Systems) was used to detect sclerostin (1:500 dilution) along with the appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies. Blots were stripped using Restore stripping buffer (Thermo Fisher Scientific, Rockford, IL) and re-probed using a monoclonal, HRP-conjugated β-actin antibody (1:25,000 dilution) (Sigma) as a loading control. Immunoreactive bands were detected using the SuperSignal West Dura Chemilumienescence kit (Thermo Fisher Scientific). Densitometry was performed using a Fujifilm LAS 4000 gel documentation system in conjunction with the Multi-gauge software (Fujifilm, Tokyo, Japan).

### Quantification of GFP expression

Protein lysates were harvested from IDG-SW3 cultures as described above. 50μl of lysate was measured in a Victor II fluorescent plate reader (PerkinElmer, Waltham, MA) and the background fluorescence, from a blank of lysis buffer, was subtracted. For analysis, the relative fluorescent units (RFU) were normalized to total protein concentration, measured using BCA assay according to manufacturer’s instructions (Thermo Fisher Scientific).

### Microscopy

To investigate GFP expression and cell morphology, images were taken of the cultures using a Nikon TE300 microscope under epifluorescence illumination (10x objective/100ms exposure) with a Photometrics Coolsap EZ cooled CCD camera interfaced with the PM Capture Pro software (Photometrics, Tucson, AZ).

For confocal microscopy, the SW3 cultures were grown on glass coverslips and mounted onto a glass slide using 50% glycerol:50% PBS + 1mM MgCl_2_. The samples were then imaged a using a Leica TCS Sp5 II laser scanning confocal microscope interfaced with the LAS AF software (Leica Microsystems, Wetzlar, Germany). Images were captured using a 40x objective and a Z stack was created from 45 planes with a distance of 0.5μm between planes.

### Timelapse Imaging of Cell Motility

Cells were plated at a density of 4x10^4^/cm^2^ on collagen coated 12 well plates and differentiated for 28 days. The cultures were then supplemented with the indicated treatments and timelapse imaging was performed as described previously [35] for 48–72 hours using a Nikon TE 2000E microscope under epifluorescence illumination. The microscope system is fully automated, with precision motorized x, y and z stage. The “Metamorph” software (Molecular Devices, LLC, Sunnyvale, CA) was used to control the microscope hardware and multidimensional imaging parameters. During imaging, the temperature was held constant at 37°C and a humidified 5% CO_2_ atmosphere was maintained as described previously [35]. For simultaneous imaging of bone mineral together with *Dmp1*-GFP positive cells, cultures were supplemented with 0.5ug/ml alizarin red as a vital stain for calcium. Images were acquired for each time point under epifluorescent illumination (10x objective) using a Photometrics Coolsnap HQ cooled CCD camera with 12-bit grey scale resolution. Fields of 895 x 668μm were imaged at a spatial resolution of 696 x 520 pixels (2x2 binned mode) every 30 minutes for up to 72 hours from 5–7 optical planes. Timelapse image stacks were processed in Metamorph using the “best focus” algorithm and exported as 8 bit image stack (.stk) files. Contrast adjustment and red-green merging was performed using Image J software (downloadable from: http://rsb.info.nih.gov/ij/). Single color or merged image stacks were also processed using the “stackreg” plugin in Image J, which registers/aligns the stack of image slices to correct for rigid body motion [36]. The Dmp1-GFP timelapse movie stacks were normalized using the Image J normalization function to allow continued visualization of the cell shape changes/motility in PTH-treated samples with time in culture even though the Dmp1-GFP expression was reduced. Image stacks were then assembled into movies using Image J software and converted to mp4 files using Windows Movie Maker (Microsoft, Redmond, WA). To quantify the motility of *Dmp1*-GFP positive cells, individual cell trajectories were plotted frame by frame using the “MTrackJ” plugin in Image J (Erik Meijering, Biomedical Imaging Group, Erasmus MC—University Medical Center Rotterdam). The software then calculates distance moved and velocity of the cell. For analysis, 30–40 cells were selected at random in three separate fields and the mean velocity was determined for the cells in each movie field, to give three independent data points (n = 3).

### Generation of E11-hypomorphic mice

Mice in which part of exon 1 and intron 1 of the *E11* gene were floxed were generated as described below. A floxed E11/gp38 construct was created from three source plasmids. Plasmid 1 contains a 12 kb SacI to SalI mouse genomic DNA of *E11*/*gp38* promoter, exon 1 and partial intron 1 carried by pBluescript SK vector (Stratagene, La Jolla, CA, USA). Plasmid 2 is a loxp site inserted into pBluescript SK at SmaI and BamHI. Plasmid 3 includes a Flipped RNA polymerase II promoter driving neomycin resistant gene followed by a loxP site (FRT-polIIneor- FRT-loxP) in the vector of pUC9 (Sigma-Aldrich, St. Louis, MO, USA). FRT-polIIneor-FRT was used as a retrievable neomycin selection marker of ES cells. From plasmid 1, a 3.6 kb fragment containing the promoter and partial exon 1 non-coding region of *E11*/*gp38* gene was released by SalI and EcoICRI, and inserted into plasmid 2 at the 5’ side of the loxp site by SalI and EcoRV. The resulting plasmid was further linearized by SacI, and ligated to a 3.5 kb fragment containing 3’ partial exon 1 and intron 1 of the *E11*/*gp38* gene released by SacI from plasmid 1. Then, the resulting plasmid was linearized by BstEII in intron 1, and ligated to the 3.4 kb FRT-polIIneor- FRT-loxp cassette released by SpeI and ClaI from plasmid 3. Both of the fragments were filled-in as blunt ends before ligation. This final plasmid was linearized by SalI before electroporation into ES cells. Each step was confirmed by restriction mapping (S1 Fig). The final construct was also validated by sequencing at every joint of ligation. The primer used to confirm the 5’ loxP site was 5’-ATAAATGCCGACTGTGC-3’. The primer used to confirm the 5’ FRT was 5’-GGGCTAAGTCTCCTGTAACA-3’. The primer used to confirm the polII was 5’-TACAGAATGGCCCTAACAAC-3’. The primers used to confirm the 3’ loxP and FRT sites were 5’-GTGGAATGGGTTGGTAGAG-3’ and 5’- ATTCTCAGGCTCCATTCG-3’. All the enzymes were from New England Biolabs, Ipswich, MA, USA. Theoretical DNA sequence analysis and primer design were conducted with Gene Tool (BioTools, Edmonton, Alberta, Canada) and MacVector (MacVector, Cary, NC, USA). DNA Sequencing was performed by Eurofins MWG Operon, Huntsville, AL, USA.

The linearized targeting vector was electroporated into 107 AB2.2 ES cells (Lexicon Genetics, The Woodlands, Texas, USA) and 1.6 x 10^7^ clone A3 of UG347 ES cells established from 129SvEv blastocysts. Three hundred G418-resistant ES cell clones from each cell line, a total of 600 clones, were initially screened by Southern Blotting and 33 correctly targeted ES cell clones were identified. Twenty-four were confirmed to possess the loxP site in intron 1. The targeted ES clones were injected into blastocysts from C57BL/6 albino mice. The resulting chimeras were bred to C57BL/6 females and F1 agouti offspring were genotyped by Southern analyses. Five targeted clones were used for injection and two of them underwent germline transmission (S2 Fig).

These mice were discovered to express only 10% of the normal levels of *E11* mRNA and undetectable levels of E11 protein (unpublished data) due to disruption of exon 1 resulting in a hypomorphic *E11* allele. This resulted in an E11-deficient phenotype without the need for Cre-recombination. To produce E11-deficient mice in which osteocyte differentiation could be tracked using a fluorescent reporter gene, *E11* floxed mice were bred with mice expressing GFP under control of the 8kb *Dmp1* promoter (provided by Dr. Ivo Kalajzic and Dr. David Rowe, University of Connecticut) [37] to obtain mice that expressed *Dmp1*-GFP on a background that was homozygous for the *E11* floxed (hypomorphic) allele.

### Culture of E11-Hypomorphic Dmp1 GFP Primary Calvarial Cells

5 day old *E11*-hypomorphic *Dmp1* GFP and *E11*-expressing *Dmp1* GFP mice were sacrificed by cervical dislocation and primary osteoblasts were isolated from the calvaria using collagenase/trypsin digestions as described in [38]. The cells were plated at a density of 2x10^4^ cm^2^ in α-MEM supplemented with 10% FBS. Once they reached confluence, the cells were cultured in osteogenic media (α-MEM, 10% FBS, 50μg/ml ascorbic acid and 4mM βGP) for 21 days. This induces differentiation of foci of *Dmp1*-GFP positive cells that form mineralized bone nodules. The cultures were then treated with 50nM PTH or vehicle control (PBS) and time lapse imaging was performed as described above.

### Statistical Analysis

A one way ANOVA was performed for experiments in which there were more than two treatment groups to compare, such as time course experiments with and without PTH treatment. This was followed by a Bonferroni post hoc test to compare differences between groups. In situations where there were only two groups for comparison, a Student’s t-test was used. All analyses were performed using Prism 5 (GraphPad, La Jolla, CA). A value of p<0.05 was considered significant.

## Results

### PTH Induces Loss of Mature Osteocyte Phenotype

To determine the effects of PTH on osteoblast and osteocyte gene expression, IDG-SW3 cells were treated at day 0, 7, 14, 21 and 28 with 50nM PTH for 24 hours and gene expression was examined by RT-PCR. Under control conditions, the osteoblast marker *Kera*, which encodes for the gene keratocan, was highly expressed in the immature cells at day 8 of culture and was downregulated in the mature, more differentiated IDG-SW3 cells. The early osteocyte marker *E11/gp38/pdpn* was also highly expressed in the early stages of differentiation and its expression decreased in the mature cultures (Fig 1A). PTH treatment increased the expression of both markers, with a particularly potent effect on increasing *E11* expression even at the latest time points. The osteocyte markers *Dmp1*, matrix extracellular phosphoglycoprotein (*Mepe*), phosphate-regulating gene with homologies to endopeptidases on the X chromosome (*Phex*) and *Sost* were all expressed at low levels or absent at day 1 but their expression increased with differentiation in the control cultures as reported previously [29]. A single treatment with PTH for 24 hours significantly decreased the expression of these genes to very low levels. In the case of *Dmp1*, the expression was completely blocked by PTH treatment.

**Fig 1:**
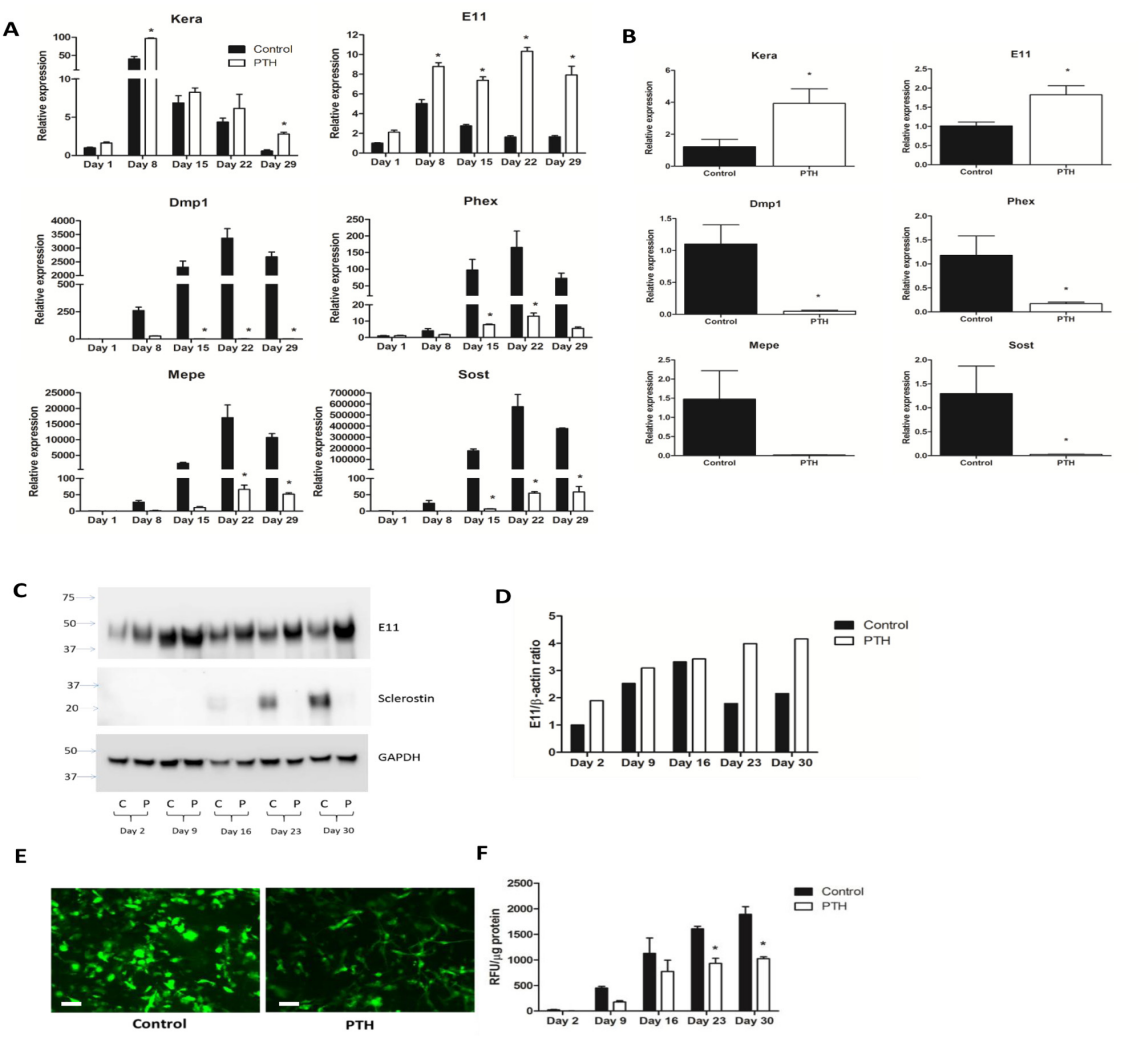
The effect of PTH on osteoblast and osteocyte marker gene and protein expression in IDG-SW3 cells and primary osteocytes. **(A)** Real-time PCR analysis of IDG-SW3 cells cultured over a 29 day time course and treated with 50nM PTH, or PBS control, for 24 hours at days 0, 7, 14, 21 and 28. Expression was normalized to *Actb* and is relative to day 1 control samples. *Kera* and *E11* were upregulated by PTH treatment, whereas *Dmp1*, *Phex*, *Mepe* and *Sost* expression was decreased, particularly at the later time points (n = 3±SD, *p<0.05). **(B)** Real-time PCR analysis of osteocyte-enriched bone fragments cultured in the presence of 50nM PTH, or PBS, for 24 hours. Expression was normalized to *Actb* and is relative to control samples. *Kera* and *E11* were upregulated by PTH treatment. *Dmp1*, *Phex*, *Mepe* and *Sost* expression was decreased in the primary osteocytes (n = 4±SD, *p<0.05). **(C)** IDG-SW3 cells were cultured over a 30 day time course and treated with 50nM PTH, or PBS, for 48 hours at days 0, 7, 14, 21 and 28. E11 and sclerostin expression was assessed by western blotting. **(D)** Quantitation of E11 protein expression with and without PTH treatment, relative to day 2 control samples. **(E)** GFP expression in mature (day 28) IDG-SW3 cells treated with 50nM PTH for 48 hours. Scale bar = 20μm. **(F)** Quantification of GFP in IDG-SW3 cells cultured over a 30 day time course and treated with 50nM PTH for 48 hours at days 0, 7, 14, 21 and 28 (n = 4±SD, *p<0.05).

Primary bone osteocytes were used to validate observations using IDG-SW3 cells (Fig 1B). Similar effects were also observed. *Kera* and *E11* expression were increased by supplementation with PTH for 24 hours, whereas *Dmp1*, *Phex*, *Mepe* and *Sost* were all downregulated by PTH compared to vehicle control.

Protein expression correlated with mRNA as 50nM PTH also induced a robust increase in E11 protein expression in mature IDG-SW3 cells after 48 hours treatment (Fig 1C and 1D). Sclerostin expression, which was first observed by day 16 of differentiation in the control cultures, was dramatically downregulated by PTH treatment so that it was undetectable by western blotting and thus was not quantifiable (Fig 1C). PTH also decreased the levels of GFP in the IDG-SW3 cultures (Fig 1E and 1F), consistent with the effects of PTH on *Dmp1* expression seen in Fig 1A and 1B.

### Comparison of IDG-SW3 with long bone osteocyte gene expression profile using GSEA

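The *ex vivo* model consisted of cortical bone tubes, the shafts of mouse tibia and femur from which marrow and surface cells had been removed by flushing and enzyme digestion. The tubes were cultured for 24 hours without PTH (control) or with 250 nM PTH. RNA was pooled from the bones of several mice for each preparation and hybridized to an Illumina mouse bead array, with 3 arrays for control and 3 for PTH. The sample labels give the age of the mice as 3 months and the paper's methods give 2–3 months. The deposited values are the linear signal intensity of each of 45281 probes on each array, not normalized and not background subtracted, together with a detection p-value that compares each probe with the negative controls of its array. Median signal was 117, 129 and 111 on the 3 control arrays and 112, 114 and 124 on the 3 PTH arrays, close to the background, which was estimated at between 104 and 120. With a detection p under 0.05 taken as above background, 15758, 16451 and 17369 probes were above background on the control arrays and 15504, 16352 and 17374 on the PTH arrays. The paper normalized the signals by the quantile method in Genome Studio and selected genes by that program's differential score, a step that is not repeated here. Here the signals were background corrected by normexp fitted through the detection p-values, an offset of 16 was added, and the arrays were quantile normalized and taken to the log2 scale (limma's neqc). A probe was tested if it was above background on at least 3 of the 6 arrays, which left 16214 probes. Each gene was represented by its brightest probe, giving 11972 genes tested. The difference between PTH and control was tested with limma, and p-values were adjusted over all probes tested by the method of Benjamini and Hochberg. With 3 arrays in each group the number of arrays limits the precision, and an exact permutation test of a single gene cannot give a p below 0.1. Neither the labels nor the table columns name the slide of an array, so a slide effect could not be examined.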

431 genes were found to be responsive to PTH in the *ex vivo* bone osteocytes cultured overnight. A cut off of 1.5 fold change either positive or negative was set. 

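At an adjusted p under 0.05 (limma) and a fold change of at least 1.5 in either direction, 207 genes differed between PTH and control bone tubes, 82 higher and 125 lower with PTH. The fold change minimum removed none of them. On all 207 genes every PTH array lay beyond every control array. Over the 11972 genes tested the groups did not overlap for 2617, or 21.9%, where chance gives 10%. The choice of threshold moved the count most. A test against a fold change of 1.5 (limma's treat) called 17 genes, and taking the paper's score of 5 as a transformed unadjusted p, a looser limit than 0.05, called 649 genes with the same fold change minimum. The methods write that score beside a p under 0.05 and state that it allows for multiple testing. An unadjusted p under 0.05 called 622 genes. Neither count includes such an allowance, so which limit the paper used is uncertain. Scaling the arrays by their medians instead of by quantiles called 104 genes, of which 60.6% were higher with PTH, against 39.6% under quantile normalization, and shifted the median change of all genes to 0.12 on the log2 scale. With 1 array left out at a time, between 50 and 95 genes were called. The largest rises were those of *Gzmd*, with a log2 fold change of 2.43 (SE 0.13, limma adjusted p = 0.000747), *Mcpt1*, *Il1rl1* (1.88), *Lrrc15* (1.77) and the transcript listed as scl0015365.1_6 (1.71). *Mcpt1* was not above background on any control array and is given as a bound, at least 3.48-fold higher with PTH (limma adjusted p = 0.000747). This bound sets the mean of the PTH arrays against the lowest signal above background on each control array, and it and the rank of *Mcpt1* hold for this background correction. Under quantile normalization alone and under normexp with an offset of 50 its change was smaller than those of *Il1rl1* and *Lrrc15*, and with background subtraction, a setting added later, it was larger. The transcript scl0015365.1_6 was above background on 1 control array and on 3 PTH arrays. Its adjusted p was 0.0224 (limma) and ranged from 0.0049 to 0.0983 with 1 array left out at a time, passing in 1 of 6 such fits, and its log2 fold change ranged from 0.68 to 2.57 over the other settings, so its size and rank are uncertain. The largest falls were those of *Adh7* (log2 fold change -2.74, SE 0.19, limma adjusted p = 0.000747), *Ibsp* (-2.01), *Hba-a1* (-1.98), *Hbb-b1* (-1.89) and *Panx3* (-1.84). *Adh7* was above background on 2 of the 3 PTH arrays, and its size and rank depend on the background correction. It changed by -1.31 under quantile normalization alone and by -1.68 under normexp with an offset of 50, less than *Ibsp* (-1.94 and -1.97), and by -3.61 with background subtraction, a setting added later. The signals of *Hba-a1*, *Hbb-b1* and *Gzmd* can include transcripts of closely related genes, since the probe sequences were not used here.

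**Figure D1:**
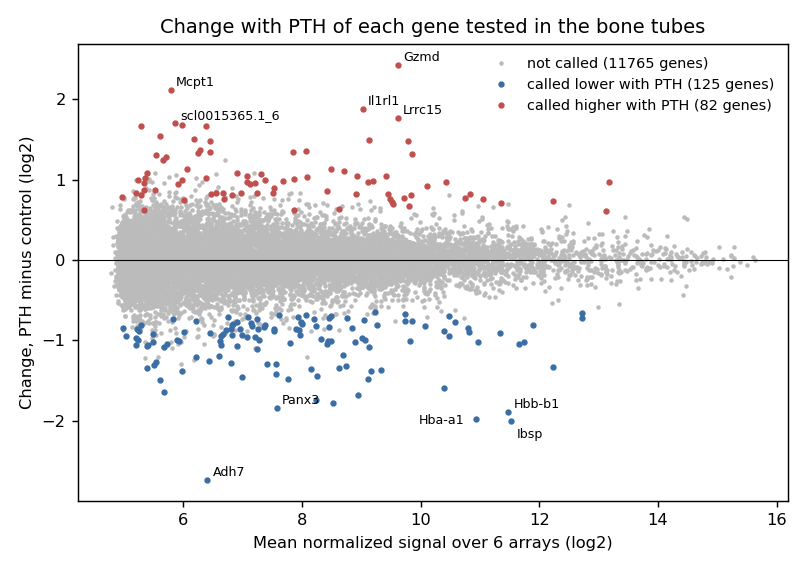
Change with PTH (log2, PTH minus control, vertical axis) against the mean normalized signal over 6 arrays (log2, horizontal axis), 1 point for each of the 11972 genes tested. Blue points are the 125 genes called lower with PTH and red points the 82 called higher, and the genes with the 5 largest rises and 5 largest falls are named.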

Many of the PTH negative response genes are the same as in the IDG-SW3 cell culture and represent genes considered to be osteoblast/osteocyte enriched, such as *Sost*, *Mef2c*, *Mepe*, *Phex*, *Dlx3*, *Ibsp*, *Osteocalcin/Bglap*, *Col1a1*, *Pth1r*. 

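All 9 genes had a lower mean with PTH, and 4 of them passed an adjusted p under 0.05 over all probes tested. *Ibsp* fell from a normalized log2 signal of 12.52 ± 0.03 (SD, n = 3) to 10.52 ± 0.04 (SD, n = 3), a log2 fold change of -2.01 (SE 0.11). *Pth1r*, listed on the array by its older symbol *Pthr1*, fell from 10.02 ± 0.16 to 8.64 ± 0.18, a log2 fold change of -1.37 (SE 0.15, limma adjusted p = 0.00693). *Mepe* changed by -1.02 (SE 0.13, limma adjusted p = 0.0128) and *Mef2c* by -0.97 (SE 0.12, limma adjusted p = 0.0104). With 1 array left out at a time, the adjusted p ranged from 0.0174 to 0.0414 for *Pth1r*, from 0.0254 to 0.0605 for *Mepe* and from 0.035 to 0.0591 for *Mef2c*. The other 5 genes did not pass. The log2 fold change was -1.21 for *Sost* (limma adjusted p = 0.15), -0.88 for *Phex* (0.0761), -0.54 for *Col1a1* (0.0798), -0.51 for *Bglap1* (0.127) and -0.53 for *Dlx3* (0.184). *Sost* was close to the background, above it on 3 control arrays and on 1 PTH array, and its 2 groups overlapped. For the other 8 genes every PTH array lay below every control array. Quantile normalization without background correction lowered the adjusted p of *Sost*, *Phex*, *Col1a1* and *Bglap1* below 0.05 but not that of *Dlx3*, as did normexp with an offset of 50. Under median scaling *Mepe* (limma adjusted p = 0.167) and *Mef2c* (0.244) did not pass. There the adjusted p of the named genes ranked by the size of the change alone. A gene's own spread between arrays played no visible part. *Sost*, whose groups overlapped in the main fit, passed there (-1.11, limma adjusted p = 0.0166). With the replicate number as a block, *Pth1r* (limma adjusted p = 0.0517), *Mepe* (0.0508) and *Mef2c* (0.0538) did not pass, while *Ibsp* (0.0131) did. Osteocalcin is represented on the array by several closely related genes, whose probes may share transcripts. The reference gives *Bglap1* as an older name of both *Bglap* and *Bglap2*, so which of them its probe measures is uncertain. The symbol *Bglap2* is also on the array and changed by -0.40 (limma adjusted p = 0.213).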

The raw data, and analyzed data sets (n = 3 for Control and n = 3 for PTH treated) can be found in the ncbi GEO database, with accession number GSE61146. 

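*Tnfsf11* rose from a normalized log2 signal of 8.39 ± 0.48 (SD, n = 3) in control tubes to 9.88 ± 0.22 (SD, n = 3) with PTH, a log2 fold change of 1.49 (SE 0.25). Its adjusted p was 0.0298 (limma). *Oscar* rose by 1.05 (SE 0.17, limma adjusted p = 0.0297) and *Nfatc4* by 0.76 (SE 0.13, limma adjusted p = 0.0312). *E11/GP38*, listed as *Gp38* and now named *Pdpn*, rose by 0.70 (SE 0.14) and *Sema4f* by 0.63 (SE 0.15), and neither passed, with adjusted p-values of 0.056 and 0.0977 (limma). For each of the 5 genes every PTH array lay above every control array. With 1 array left out at a time the adjusted p of *Oscar* ranged from 0.059 to 0.101 and that of *Nfatc4* from 0.0771 to 0.126, while that of *Tnfsf11* ranged from 0.0122, without control replicate 3, to 0.118 and was under 0.05 in 1 of 6 such fits. Under quantile normalization alone, and under normexp with an offset of 50, all of these genes passed. *Nfatc4* did not pass under median scaling (limma adjusted p = 0.105), where the adjusted p ranked by the size of the change alone. *Oscar* (limma adjusted p = 0.0534) and *Tnfsf11* (0.0656) did not pass without the detection filter. None of the 3 did with background subtraction, a setting added later. Adjusted over the list alone, which also holds *Ptn*, 6 of 6 genes had an adjusted p under 0.05, but the list was drawn from these same arrays and this is not independent evidence.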

Many of the positive PTH responsive genes are involved in bone resorption, such as *Tnfsf11*, *Oscar*, and *Nfac4* and dendrite formation, such as *E11/GP38* and *Sema4f*.

Next the PTH response dataset derived from the RNA-seq analysis of Day 28 PTH treated IDG-SW3 cells (1794) was compared with the PTH response in the ex vivo osteocyte bone tube cultures. 

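The 45281 probes of the deposited table carry 31508 different gene symbols, and the brightest probe of each symbol was kept to form a set with 1 probe per gene. The paper's reported size of its non-redundant set is 33277 probes. Of the 31508 symbols, 9626 had a probe above background on all 6 arrays and 14704 had none above background on any array. Against the RefSeq gene table of assembly GRCm38.p6, 13424 symbols matched a current symbol, 8258 matched an older name and 9826 matched neither and were kept as listed.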

A non-redundant set of 3 controls and 3 PTH treated RNA samples with 33,277 gene probes was prepared for Illumina Mouse W6 v2 arrays. Next the Gene Set Enrichment program at the Broad Institute (GSEA) was used to determine if there is a set of genes in this 33,277 that are enriched in the PTH or control datasets of the IDG-SW3 cell model. 1334 of the 1794 PTH treated IDG-SW3 genes could be mapped to the PTH treated bone tube data. As shown in the Enrichment profile, there is both a positive enrichment and a strong negative enrichment set in the bone tube data with the PTH negative responsive genes in the IDG-SW3 cell model. The positive enrichment did not quite reach significance. The negative dataset was highly significant with a NES of- 1.44, and contained a core 365 genes that are negatively regulated by PTH in both the cell model and the bone tubes. This negative enrichment set includes many of the classical osteocyte and osteoblast selective genes, such as *Sost*, *Mef2c*, *Osx* (*Sp7*), *Col1a1*, *Osteocalcin/Bglap*, *Mepe*, *Dmp1*, *Dlx3*, *Opg*. 

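S1 Table holds 366 entries, of which 365 match a gene symbol of the array, and 1 entry reads 41886 in place of a symbol. The log2 fold change in the bone tubes was below 0 for 347 of the 365 genes, with a median of -0.36 and quartiles of -0.58 and -0.22. Set against all other genes with 1 probe per gene, the list was lower with PTH (camera, p = 6.8e-54), also with fry (p = 5.94e-07) and with a correlation estimated from the data (camera, p = 6.88e-06). The list was chosen by its rank on these same 6 arrays, so these p-values are not independent evidence. Of the 365 genes, 161 were above background on all 6 arrays, 119 on some and 85, or 23.3%, on none. Among the 161, the median log2 fold change was -0.53. Of the list, 228 genes could be tested one by one, and 40 were lower with PTH at an adjusted p under 0.05 (limma), all of them by at least 1.5-fold, and none was called higher. Adjusted over the list alone, 126 genes passed. The table's ranking metric is a signal-to-noise ratio, the difference of the group means over the sum of the group SDs. Computed from the linear quantile-normalized signals, its sign was the same as in the table for 344 genes, with r = 0.58 and rho = 0.58 across the 365 genes, which are not independent replicates. When the background was subtracted before the quantile normalization, a setting chosen after the data were seen, r was 0.76 and 198 genes, or 54.2%, came within 0.01 of the table's metric. The paper reasons from the enrichment of IDG-SW3 genes at the low end of this ranking that a core set of genes is negatively regulated by PTH in both models. The genes of the IDG-SW3 cells were not analysed here and the enrichment score was not recomputed.

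**Figure D2:**
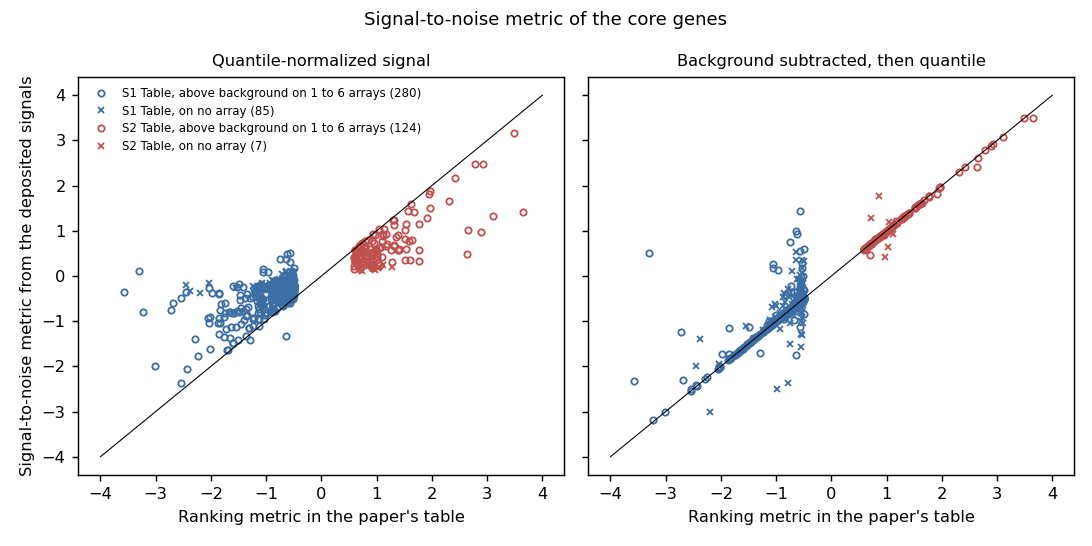
Signal-to-noise metric computed from the deposited signals (vertical axis) against the ranking metric of S1 Table (blue) and S2 Table (red), without units, 1 point per gene. The left panel uses quantile-normalized signals and the right panel signals with the background subtracted first, crosses mark genes above background on no array (85 of S1 Table and 7 of S2 Table), and the line marks equal values, on which more genes lie in the right panel.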

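Of these 9 genes, 8 are listed in S1 Table, with osteocalcin under *Bglap2*, and *Col1a1* is not among its entries. *Tnfrsf11b*, the gene of Opg, fell from a normalized log2 signal of 11.19 ± 0.13 (SD, n = 3) to 9.59 ± 0.16 (SD, n = 3), a log2 fold change of -1.60 (SE 0.14). Its adjusted p was 0.00194 (limma) and stayed between 0.00816 and 0.0139 with 1 array left out at a time. *Sp7* changed by -0.81 (SE 0.13, limma adjusted p = 0.0259), and its adjusted p ranged from 0.0576 to 0.103 when an array was left out. It was 0.534 under median scaling, where the adjusted p ranked by the size of the change alone. *Dmp1* changed by -1.21 (SE 0.24) and did not pass (limma adjusted p = 0.0557). It passed under quantile normalization alone, normexp with an offset of 50, median scaling, cyclic loess and detection on all 6 arrays, and with a term for the arrays numbered 3 that was added later, and its log2 fold change lay between -1.28 and -0.89 over the settings that kept all arrays. With 1 array left out at a time its adjusted p ranged from 0.0405, without PTH replicate 3, to 0.16. Together with the other genes named as lowered, 6 of 12 passed over all probes tested and 12 of 12 when adjusted over the list alone, a list drawn from these same arrays. Without background correction before quantile normalization, 11 of the 12 passed.

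**Figure D3:**
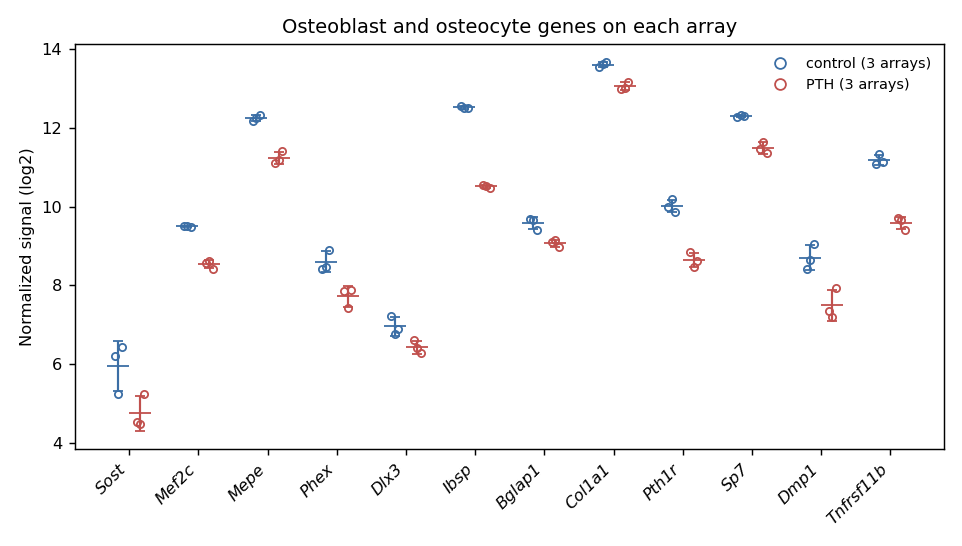
Normalized signal (log2, vertical axis) of 12 genes named as lowered by PTH on each array, controls in blue and PTH in red, 3 open points per group, with the horizontal mark at the mean and bars of 1 SD. For 11 of the 12 genes every PTH array lies below every control array, and for *Sost* the groups overlap.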

The entire 365 geneset is in S1 Table.

Subsequently a file was made with only the positive PTH responsive genes in the IDG-SW3 cell model RNA-seq data. This 574 geneset was then compared with the complete 33,277 probe data in the bone tube experiments. 

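All 131 genes of S2 Table are on the array, and 100 of them, or 76.3%, were above background on all 6 arrays and 7 on none. Every one of the 131 had a log2 fold change above 0 in the bone tubes, with a median of 0.51 and quartiles of 0.39 and 0.74. As a set they were higher with PTH than all other genes (camera, p = 1.92e-72), also with fry (p = 1.79e-06) and with an estimated correlation (camera, p = 4.54e-05), although the genes were selected by their rank on these arrays and the p-values are not independent evidence. Singly, 114 genes could be tested and 25 were higher at an adjusted p under 0.05 (limma), while 95 passed when adjusted over the list alone. The signal-to-noise metric from quantile-normalized signals gave r = 0.74 and rho = 0.57 with the metric printed in the table across these genes. With the background subtracted first, 105 genes, or 80.2%, came within 0.01 of the printed metric.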

A highly significant enrichment of 131 genes out of 440 mapped were found that were positively responsive to PTH in both the cell model and the bone tube model. These genes included pleiotrophin (*Ptn*), which is known to be involved in bone formation (see Fig 2 and list of 131 genes found with this analysis in S2 Table).

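*Ptn* rose from a normalized log2 signal of 8.71 ± 0.12 (SD, n = 3) in control tubes to 9.69 ± 0.08 (SD, n = 3) with PTH, a log2 fold change of 0.98 (SE 0.13). The adjusted p was 0.0123 (limma), and every PTH array lay above every control array. With 1 array left out at a time the log2 fold change stayed between 0.92 and 1.05. The adjusted p then ranged from 0.0445 to 0.0573 and was above 0.05 without control replicate 2 and without PTH replicate 2. With the replicate number as a block, *Ptn* did not pass (limma adjusted p = 0.0568).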

**Fig 2:**
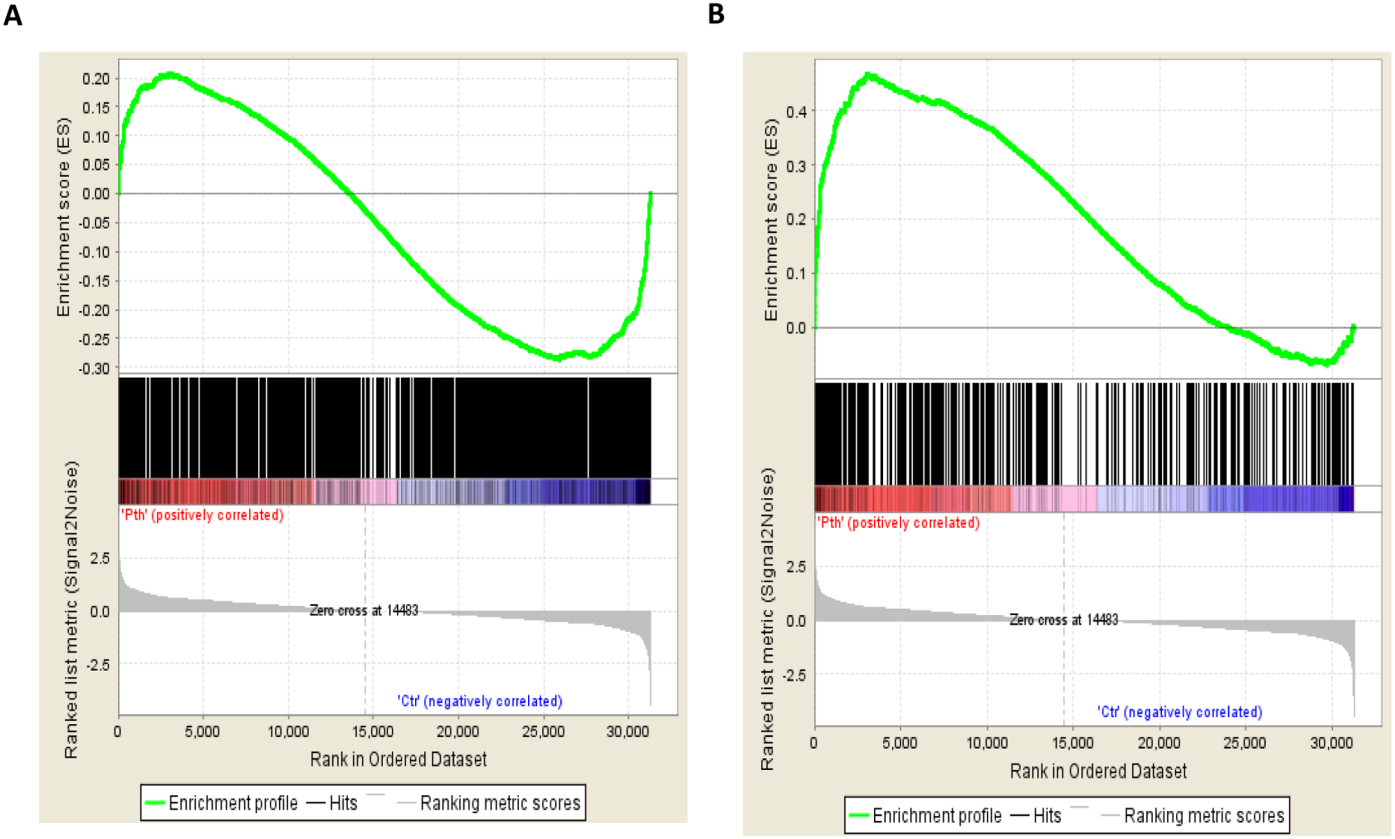
Gene set enrichment analysis of PTH Responses in the IDG-SW3 Osteocyte Enriched Cell model and *Ex Vivo* Cortical Bone Osteocyte Model. **(A)** 33,277 gene expression values were analyzed against the entire 1794 geneset of PTH responsive genes in the IDG-SW3 cell model. Highly significant enrichment (NES -1.44) was found in the genes in both models that were negatively responsive to PTH (365, see S1 Table). **(B)** The 574 genes that responded positively to PTH in the IDG-SW3 cell model, was analyzed against the 33,277 gene expression values in the *ex vivo* bone cortical osteocyte model, and a highly significant enrichment (NES = +1.98) was found in a set of genes that positively responded to PTH (131 geneset, see S2 Table).

### PTH Induces Changes in Morphology and Increases Motility in IDG-SW3 Cells

In addition to the changes in gene expression induced by PTH we also observed that the IDG-SW3 cells underwent a striking change in morphology. Mature (day 28) IDG-SW3 cultures were treated with 50nM PTH for 48 hours and examined by confocal microscopy. The GFP positive cells in the control cultures had a rounded morphology, with dendrites extending from the cell body (Fig 3A). Those in the PTH treated cultures, however, displayed an elongated, morphology (Fig 3B).

**Fig 3:**
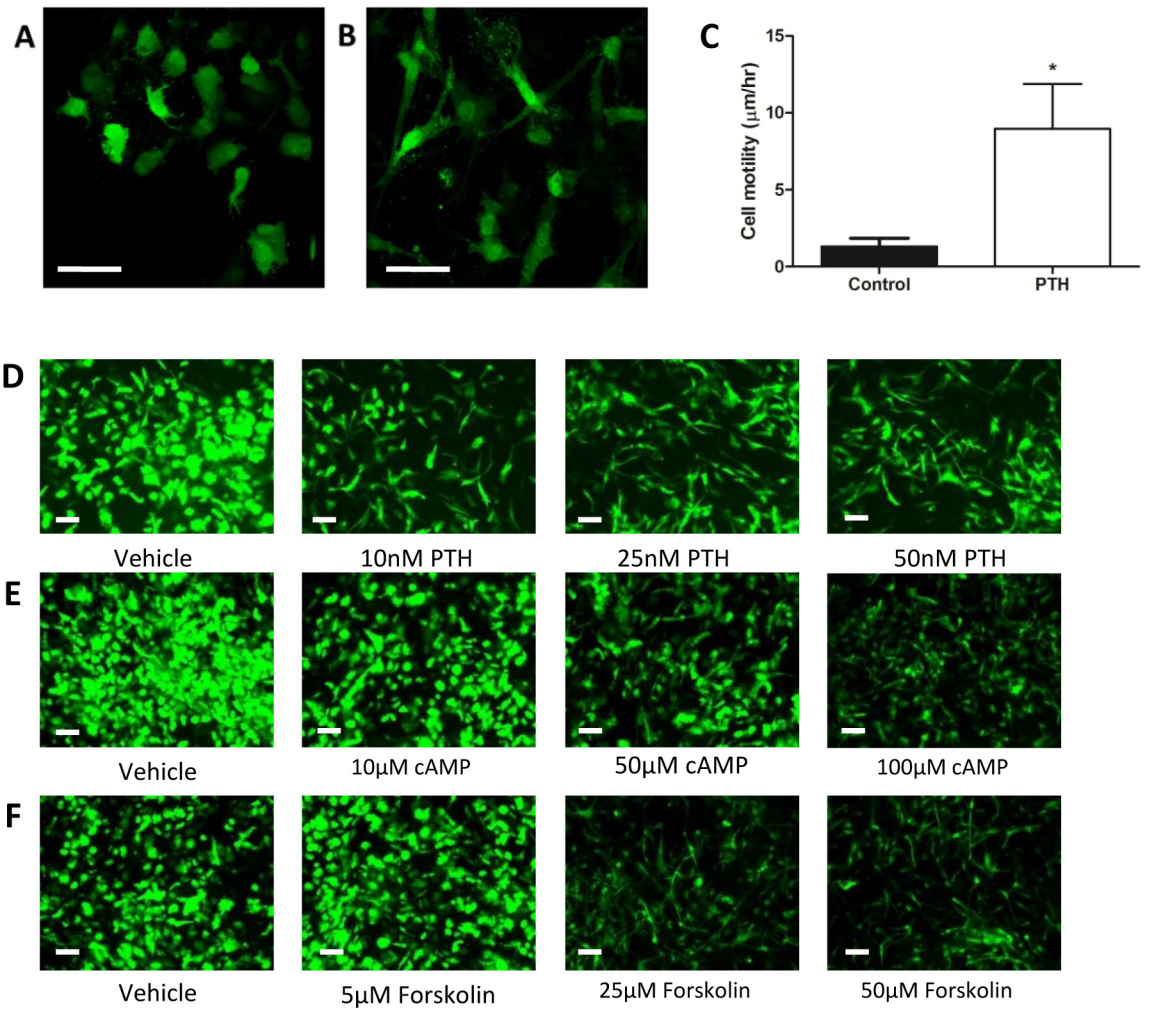
The effect of PTH on IDG-SW3 cell morphology and motility. Images of GFP positive day 30 IDG-SW3 cells treated with PBS (**A**) or 50nM PTH (**B**) for 48 hours and captured by confocal microscopy. Scale bar = 25μm. (**C**) Mean velocity of mature IDG-SW3 cell motility in response to 50nM PTH over a 63 hour time course. Representative time lapse images can be found in S1 Video (n = 3 observation fields±SD, with each field containing 30–40 cells, *p<0.05) Changes in IDG-SW3 cell morphology induced by PTH, cAMP and forskolin. Effect on mature IDG-SW3 cell morphology induced by 48 hours treatment with dose response of (**D**) PTH, (**E**) 8-bromo-cAMP and (**F**) forskolin. Scale bar = 20μm.

Changes in cell morphology are often associated with cell movement. To examine if PTH affected IDG-SW3 cell motility, mature (day 28) cultures were treated with 50nM PTH or vehicle control and their movement was observed using timelapse imaging. In the PTH treated cultures many of the GFP positive cells not only became elongated but became highly motile (S1 Video), whereas in the control cultures there were very few motile GFP positive cells. Cell motility was significantly increased with PTH treatment (Fig 3C). It is important to note, however, that not all of the PTH treated cells became motile and some, presumably those deeply encased within the mineralized matrix, remained immobile. The same effects of PTH on IDG-SW3 cells were observed with primary *Dmp1*-GFP cells (S2 Video).

### PTH Induced Changes in IDG-SW3 Morphology are Mimicked by cAMP and forskolin

Many of the effects of PTH are known to be mediated by the second messenger cAMP. To determine if increased cAMP generation is responsible for the changes in IDG-SW3 cell morphology we treated mature IDG-SW3 cultures with increasing concentrations of forskolin or 8-bromo-cAMP, a stable isoform of cAMP. Both forskolin and 8-bromo cAMP induced changes in IDG-SW3 cell morphology and *Dmp1*-GFP expression identical to those observed with PTH (Fig 3D, 3E and 3F).

### E11/gp38 does not play a role in PTH induced motility

To determine if the increase in E11 expression observed after PTH treatment could be responsible for the change in morphology and motility, calvarial cells were harvested from mice in which Exon 1 of *E11* gene had been floxed. Previously, we had shown that E11 was necessary for dendrite extension in response to fluid flow shear stress [39]. Unexpectedly, cells taken from these mice, in the absence of a Cre driver, had no detectable levels of E11 protein as analyzed by western blotting (Fig 4A), suggesting that insertion of the loxP sequences in the exon 1 region of the *E11* gene resulted in a hypomorphic allele with very low to negligible E11 expression, without the need for Cre recombination. Time lapse imaging was performed on primary calvarial cells from mice expressing the *Dmp1*-GFP transgene on the *E11*flx/flx (hypomorphic) background. The cells were differentiated for 21 days and then treated with PTH for 48 hours. Time lapse imaging showed that there was no difference in the cell elongation/motility response to PTH between the *E11*-hypomorphic *Dmp1* GFP cells compared to *E11*-expressing *Dmp1* GFP cells (Fig 4B, S2 Video). This suggests that E11 is not required for these effects of PTH on osteocyte-like cells. 

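*Gli3*, *Bdnf*, *Egfr*, *Etv1*, *Gdnf*, *Itga11*, *Plat*, *Sema4f*, *Sema3c*, *Nck2* and *Tes* are listed in S2 Table, and their signals in the bone tubes were examined with the brightest probe of each. All but *Bdnf* and *Sema3c* were above background on all 6 arrays, and each of these 9 genes was higher on every PTH array than on every control array. Only *Plat* passed an adjusted p under 0.05 over all probes tested. It rose 1.55-fold, from a normalized log2 signal of 8.31 ± 0.06 (SD, n = 3) to 8.95 ± 0.05 (SD, n = 3), with a log2 fold change of 0.63 (SE 0.12, limma adjusted p = 0.0433). The adjusted p of *Plat* ranged from 0.0771 to 0.143 with 1 array left out at a time. It was 0.28 under median scaling, where the adjusted p ranked by the size of the change alone. *Etv1* and *Sema4f* rose 1.65-fold and 1.54-fold and did not pass (limma adjusted p = 0.213 and 0.0977). The other 6 genes rose by between 1.27-fold (*Tes*) and 1.41-fold (*Gdnf*). Not all probes of these genes showed the rise. Other probes above background on all 6 arrays had log2 fold changes of -0.11 and 0.02 for *Egfr*, 0.02 and 0.22 for *Itga11* and 0.09 and 0.16 for *Tes*, and none of these passed. Adjusted over the list alone 9 genes passed, although the list was selected on these arrays. Quantile normalization without background correction moved the count most, to 6 genes. The brightest probes of *Bdnf* and *Sema3c* were above background on no control array and on 1 PTH array each, so no fold change is given for them.

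**Figure D4:**
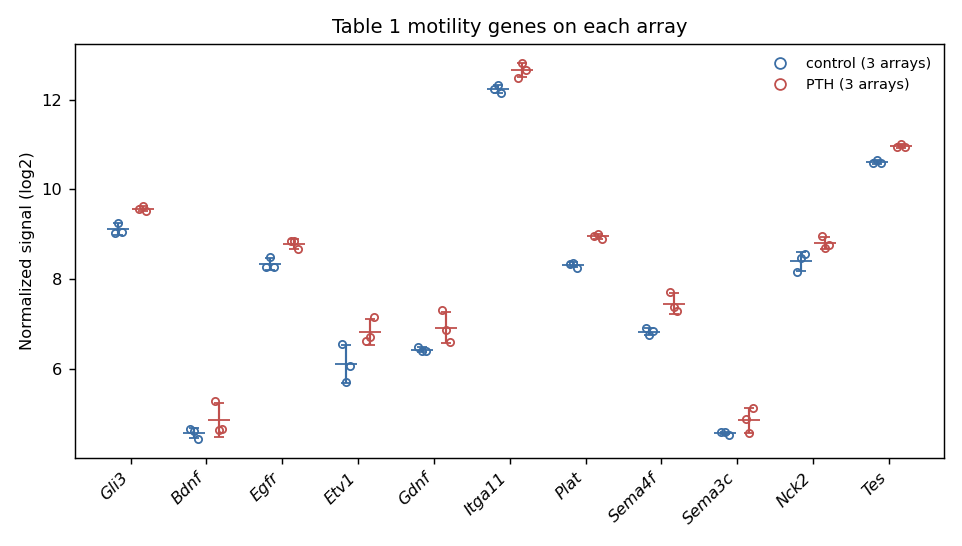
Normalized signal (log2, vertical axis) of the 11 motility genes on each array, controls in blue and PTH in red, with 3 open points per group, the horizontal mark at the mean and bars of 1 SD. The PTH arrays lie above the control arrays for 9 genes, while the signals of *Bdnf* and *Sema3c* are at the background level.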

Analysis of the 131 geneset of the RNA-seq data from PTH treated IDG-SW3 cells with David Bioinformatics identified a subset of 11 genes known to be involved in cell motility that are upregulated by PTH treatment and could potentially be involved (Table 1).

**Fig 4:**
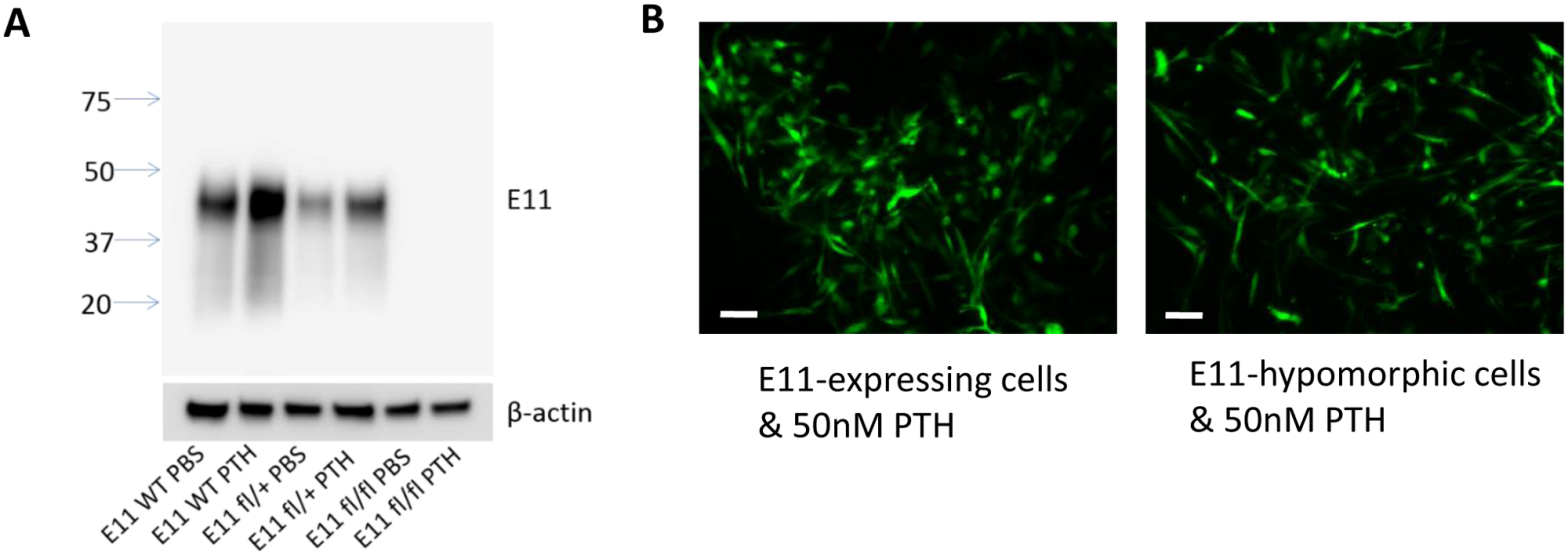
E11/gp38 is not involved in increased motility in response to PTH. (A). Primary osteocytes from E11-hypomorphic (fl/fl) mice do not express detectable E11 protein in the absence or presence of PTH, whereas E11 protein expression is induced in by PTH in E11-expressing cells. (B) PTH induces changes in cell morphology of both E11-expressing and E11-deficient primary osteocytes. Scale bar = 20μm.

**Table 1:** Fold change values of motility-associated genes upregulated by PTH treatment in IDG-SW3 cells and corresponding values in *ex vivo* cortical bone osteocytes as determined by David analysis.

Gene Symbol	Gene Name	Fold change IDG-SW3 cells	Fold change *ex-vivo* osteocytes
Gli3	GLI-Kruppel family member GLI3	2.84	1.37
Bdnf	brain derived neurotrophic factor	3.31	37.57
Egfr	epidermal growth factor receptor	3.46	1.01
Etv1	ets variant gene 1	4.65	1.08
Gdnf	glial cell line derived neurotrophic factor	7.44	1.53
Itga11	integrin alpha 11	3.68	1.17
Plat	plasminogen activator, tissue	5.77	1.58
Sema4f	sema domain, immunoglobulin domain (Ig), TM domain, and short cytoplasmic domain	5.17	1.64
Sema3c	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	6.65	16.69
Nck2	similar to SH2/SH3 adaptor protein; non-catalytic region of tyrosine kinase adaptor protein 2; predicted gene 6226	2.14	1.33
Tes	testis derived transcript	2.94	1.11

The full geneset can be found in S2 Table.

### PTH Induced Changes in IDG-SW3 Morphology are Independent of the PKA, Epac, PKC and Pi3K Pathways

PTH and cAMP have been shown to affect many downstream signaling pathways associated with regulation of cell morphology and motility. One of the most common pathways activated by PTH/cAMP is the protein kinase A (PKA) pathway. However, we found that culturing IDG-SW3 cells with PTH in the presence of the PKA inhibitor PKI 14–22, failed to block the effects of PTH on cell morphology (Fig 5A). Furthermore, the PKA specific activator 6-Bnz-cAMP did not induce these morphological changes in IDG-SW3 cells even at concentrations of up to 500μM (Fig 5B), although it did reduce Dmp1-GFP expression in these cells. The exchange protein activated by the cAMP (Epac) family of small GTPases are also known to be activated by cAMP and regulate the cell cytoskeleton and motility [40]. However, the Epac specific activator 8-CPT-2Me-cAMP did not change IDG-SW3 cell morphology nor show any effect on *Dmp1*-GFP expression (Fig 5C), suggesting that Epacs are not involved in either the PTH effects on cell morphology or *Dmp1* expression. The protein kinase C (PKC) activator Phorbol 12-myristate 13-acetate (PMA) failed to induce morphological changes or downregulation of *Dmp1*-GFP in mature IDG-SW3 cells (Fig 5D). However the PKC inhibitor Go6983 was able to block the changes in morphology induced by PTH, but not the downregulation of *Dmp1*-GFP expression (Fig 5E). There are many members of the PKC family and the atypical PKCs are sensitive to Go6983 inhibition but are not activated by PMA [41]. To determine if the atypical PKC-zeta mediates the effects of PTH, we treated mature IDG-SW3 cells with PTH in the presence of the PKC-zeta pseudosubstrate. The pseudosubstrate failed to block the changes in cell morphology or the downregulation of *Dmp1*-GFP expression induced by PTH (Fig 5F).

**Fig 5:**
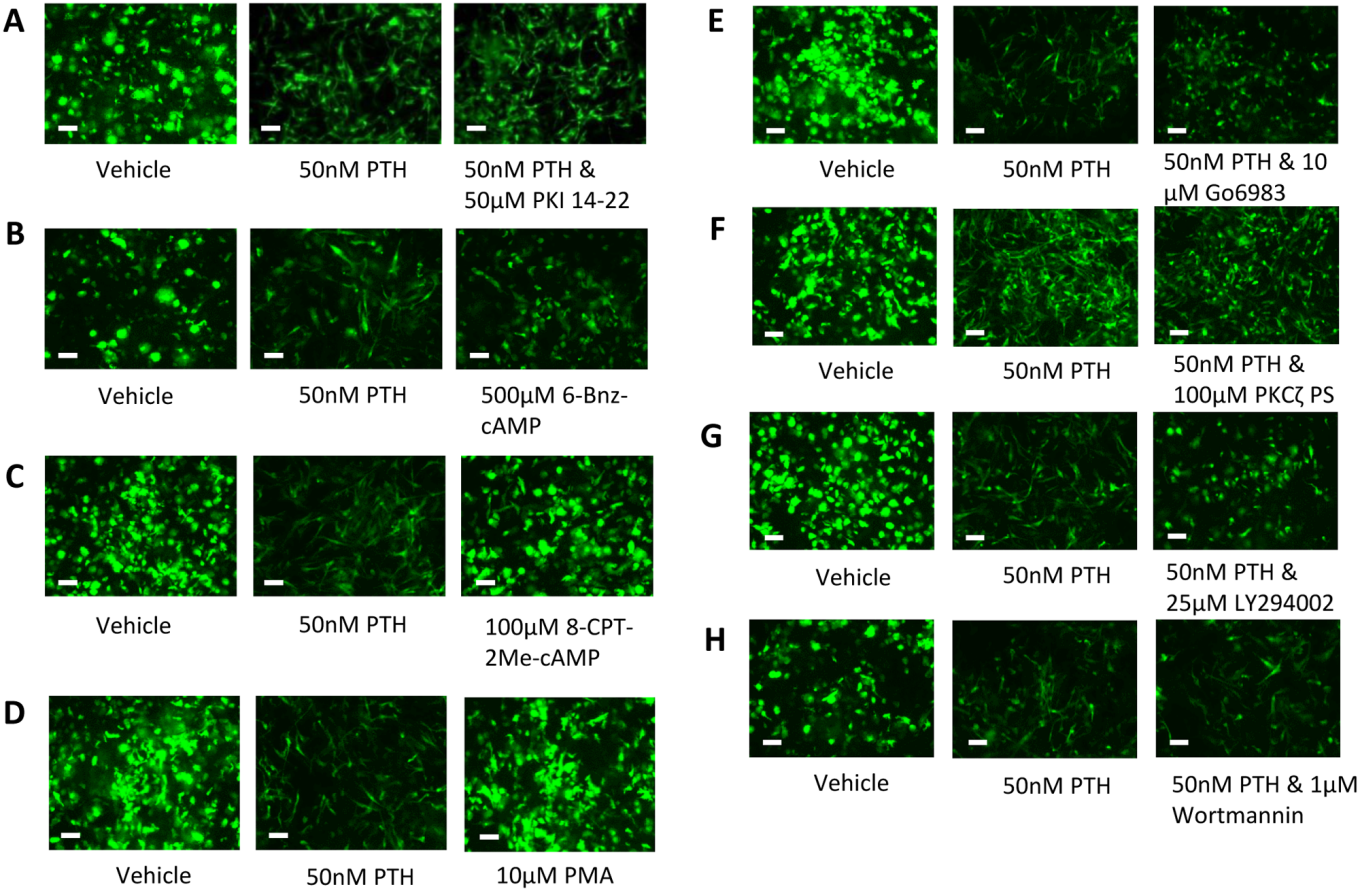
Lack of effect of inhibitors on PTH induced cell morphology. (A) The PKA inhibitor PKI 14–22 (50μM) does not block the effects of 50nM PTH on IDG-SW3 cell morphology. (B) Activation of the PKA pathway using 6-Bnz-cAMP does not reproduce the effect of PTH. (C) The Epac specific activator 8-CPT-2Me-cAMP (100μM) does not reproduce the effect of PTH on IDG-SW3 cell morphology. (D) The PKC activator PMA (100μM) does not affect IDG-SW3 cell morphology. (E) The broad spectrum PKC inhibitor Go6983 (10μM) blocked the effects of 50nM PTH on IDG-SW3 cell morphology. (F) The atypical PKC inhibitor PKC-zeta pseudosubstrate (PS) (100μM) failed to block the effect of 50nM PTH on IDG-SW3 cell morphology. (G) The Pi3K inhibitor LY294002 (25μM) blocked the effect of 50nM PTH on IDG-SW3 cell morphology, however the more potent and specific inhibitor Wortmannin (1μM) failed to do so (H). Scale bar = 20μm.

Another pathway associated with cell morphology is the phosphoinositide 3-kinase (Pi3K) pathway. We found that the Pi3K inhibitor LY294002 was able to block the effects of PTH on IDG-SW3 cell morphology (Fig 5G). However, a more potent and selective Pi3K inhibitor, Wortmannin, was unable to replicate these effects (Fig 5H), suggesting that some effect of LY294002 other than its inhibition of Pi3K may be responsible for blocking the PTH-mediated change in morphology. Neither LY294002 nor Wortmannin were able to prevent the downregulation of *Dmp1*-GFP expression in response to PTH. All of the inhibitors and activators of the signaling pathways were tested using a range of doses, with the effects of the highest doses shown in Fig 5.

### Calcium Signaling Mediates the Effects of PTH on Cell Morphology

The ability of Go6983 and LY294002, inhibitors of PKC and Pi3K signaling respectively, to inhibit the changes in cell morphology were surprising as other PKC and Pi3K inhibitors were unable to replicate these effects. Interestingly, in addition to their effects on PKC and Pi3K, both Go6983 and LY294002 have been shown to target L-type calcium channel activity. Expression of the L-type calcium channel has been shown to be higher in osteoblasts than osteocytes and the T-type calcium channel to be higher in osteocytes than osteoblasts [42].

Upon examination of the RNA Seq gene array data of the IDG-SW3 cells, the L-type calcium channel subunit *Cacna1c* was found to be increased in expression by PTH treatment (1.5 fold) and the T-type calcium channel subunit *Cacna1h* was downregulated by PTH in mature IDG-SW3 cells by greater than two-fold.

RT-PCR was performed to determine the expression of the genes for these two calcium channels in differentiating IDG-SW3 cells over a time course of 1, 8, 15, 22, and 29 days. *Cacna1c* was elevated at day 8 and then decreased with time in culture, but PTH significantly increased expression at days 8, 15, 22, and 29 (Fig 6A). On the other hand, *Cacna1h* was increased with time in culture, peaking at day 22. PTH dramatically and significantly reduced expression at all time points (Fig 6B).

**Fig 6:**
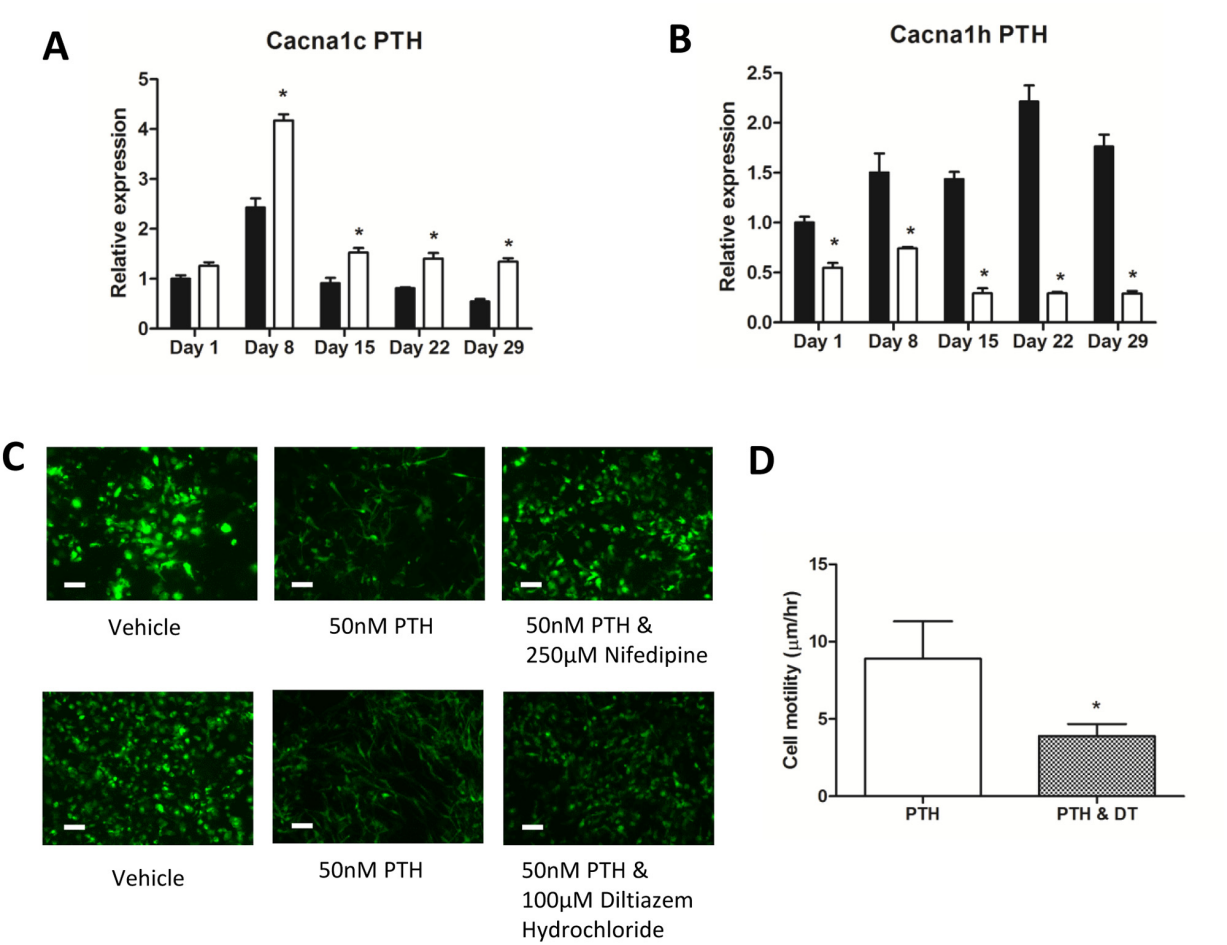
L-type calcium channels mediate the effects of PTH on IDG-SW3 cell morphology and motility. (A, B) Real-time PCR analysis showing expression of the L and T-type channel subunits in IDG-SW3 cells cultured over a 29 day time course and treated with 50nM PTH for 24 hours at days 0, 7, 14, 21 and 28. Expression was normalized to *Actb* and is relative to day 1 control samples. (C) The L-type calcium channel blockers Nifedipine (250μM) and Diltiazem (100μM) inhibit the effect of 50nM PTH on mature IDG-SW3 cell morphology. (D) Mean velocity of mature IDG-SW3 cells treated with 50nM PTH alone or 50nM PTH with 100μM Diltiazem (DT) over a 46 hour time course (see S3 Video) (n = 3 observation fields±SD, with each field containing 30–40 cells, *p<0.05). Scale bar = 20μm.

As shown by gene array analysis and RT-PCR, PTH upregulates the L-type channel over time in culture and down regulates the T-type channel during the same time period. This suggests that PTH could potentially utilize changes in calcium signaling to mediate its effects. We therefore examined whether L-type calcium channels may be involved in the PTH effects on cell morphology and motility through the use of two different L-type calcium channel inhibitors. Interference with L-type calcium channel activity in IDG-SW3 cells using the calcium channel blockers Nifedipine and Diltiazem was able to block the changes in cell morphology induced by PTH (Fig 6C). Blockage of L-type calcium channels with Diltiazem also attenuated the motility induced by PTH (Fig 6D and S3 Video). Interestingly, although antagonism of the L-type calcium channels inhibited the effects of PTH on cell morphology and motility, neither Diltiazem nor Nifedipine were able to completely block the downregulation of *Dmp1*-GFP expression in mature IDG-SW3 cells in response to PTH (Fig 6C). To determine whether this was true for the effects of PTH on other osteocyte markers, we examined the effects of Diltiazem or Nifedipine on PTH induced changes in expression of the osteocyte markers *Dmp1*, *Phex*, *Mepe* and *Sost* (Fig 7A and 7B). Similar to *Dmp1*-GFP expression, these markers were all still strongly downregulated by PTH in the presence of Diltiazem or Nifedipine. These L-type calcium channel inhibitors also had no effect on the ability of PTH to increase *E11* expression. Interestingly, the upregulation of *Kera* by PTH was blocked by Nifedipine. Together these data indicate that PTH regulation of the IDG SW3 cell shape change and motility is mediated via L-type calcium channel signaling, while its effects on osteocyte gene expression are mediated by a separate pathway.

**Fig 7:**
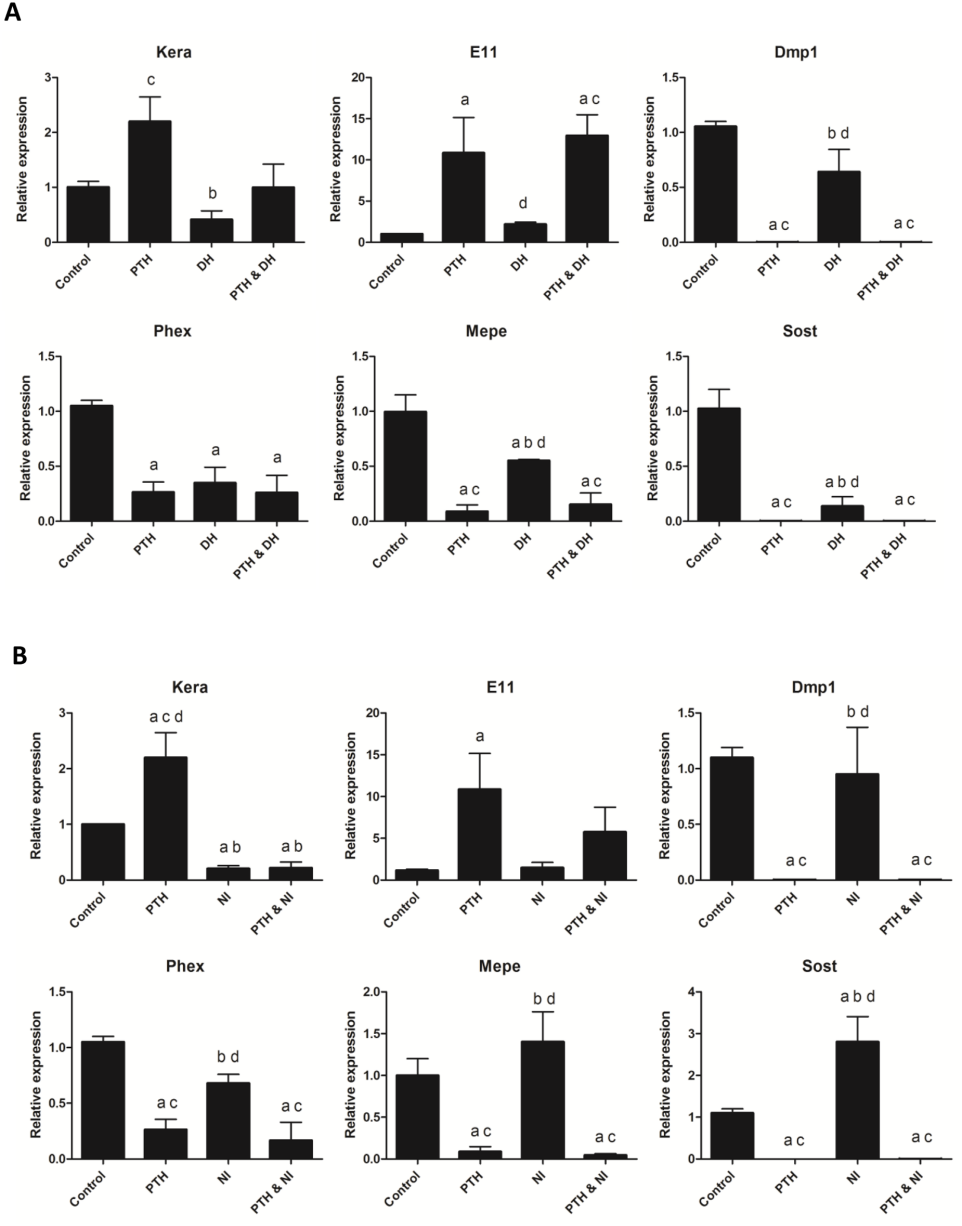
The calcium channel blockers Diltiazem and Nifedipine have no effect on PTH changes in gene expression except for Keratocan. (A) Real-time PCR analysis showing effects of Diltiazem on gene expression in mature IDG-SW3 cells. No effects on PTH changes in gene expression were observed (n = 3±SD, p<0.05 relative to control (a), PTH (b), DH (c) and PTH & DH (d)). (B) Effects of Nifedipine on gene expression. No effects of Nifedipine were observed on PTH induced gene expression except that Nifedipine inhibited PTH induction of *Kera*. (n = 3±SD, p<0.05 relative to control (a), PTH (b), NI (c) and PTH & NI (d)) Expression was normalized to *Actb*.

## Discussion

As one might expect, the addition of PTH to IDG-SW3 cultures or primary osteocytes *ex vivo* had a significant effect on gene and protein expression. In our study, both primary osteocytes and IDG-SW3 cells responded to PTH by reverting away from a mature osteocyte phenotype. Such loss of differentiation of osteocytes in response to PTH was an interesting and unexpected finding. Sclerostin is expressed in day 28 SW3 cells very robustly at the RNA and protein level but was completely abolished by a single PTH treatment. Such a response to PTH has been observed previously in primary osteocytes [18,19] and provides further confirmation that IDG-SW3 cells mimic the behavior of mature osteocytes *in vivo*.

In addition to sclerostin, the downregulation of other osteocyte markers such as *Dmp1* and *Mepe* suggest that the PTH treated cells are losing their osteocyte phenotype. This was further confirmed by the upregulation of *Kera*, which has been shown to be expressed by osteoblasts but not osteocytes *in vivo* [43,44]. These results, in addition to the increased expression of the early osteocyte marker E11, may suggest that these cells are dedifferentiating to an earlier phenotype. However, RNA Seq analysis also showed that PTH induced downregulation of genes such as *Bglap* and *Col1a1*, which are indicative of active osteoblasts. Therefore, although these cells appear to be no longer behaving as mature osteocytes, they are not necessarily reverting back to an osteoblastic phenotype. This effect was not confined to *in vitro* cell lines as osteocyte enriched explants from mouse long bone also responded to PTH in a similar manner. PTH regulation of *Phex* has previously been observed in osteoblasts [45] and downregulation of *Dmp1* by PTH in osteocytes *in vivo* has been reported [18]. However, our results show the effect of a single treatment of PTH on the expression profiles of a range of early and late osteocyte marker genes at different stages of osteocyte differentiation. Furthermore, RNA Seq analysis of PTH-treated mature IDG-SW3 cell cultures showed a similar gene response profile to that observed in *ex vivo* cortical long bone osteocytes, showing the usefulness of these cells for studying the effects of osteoanabolic factors on osteocytes. Interestingly, a recent study by St John et al., [46] discovered that PTH negatively regulated the expression of many genes important for osteocyte differentiation in immature IDG-SW3 cells, while positively regulating genes which are normally downregulated during osteocyte differentiation. Therefore, PTH may act as an inhibitor of osteoblast to osteocyte transition, in addition to downregulating mature osteocyte marker gene expression.

One of the most intriguing findings from the present study was a dramatic alteration in the morphology of *Dmp1*-GFP positive IDG-SW3 cells, which was observed after PTH administration. Some of the cells changed from a typical dendritic osteocyte-like morphology to a highly elongated morphology. PTH has been shown to alter the osteocyte cytoskeleton and morphology *in vivo* [13,14] with the formation of lamellipodia like structures and an increase in microfilaments and microtubules. PTH also decreased the number of stress fibers in fetal rat calvarial osteoblasts *in vitro* via cAMP [47]. We also found that the PTH-induced morphological changes in IDG-SW3 cells were mimicked by the cAMP generator forskolin or the stable cAMP isoform 8-bromo-cAMP. The changes in morphology were associated with a dramatic increase in motility of the IDG-SW3 and primary cultures. PTH has been shown previously to promote cell motility in MG63 and Saos2 osteosarcoma cells [48,49). The related molecule, PTHrP has also been shown to stimulate migration in the MCF-7 breast cancer cell line [50] and giant cell bone tumor cells [51] but not in non-transformed bone cells. Interestingly, several motility associated genes were found to be upregulated by PTH treatment in IDG-SW3 cells, including epidermal growth factor receptor (*Egfr*). It was recently discovered that *Egfr* expression in mesenchymal cells was responsible for their migration in response to factors secreted by PTH stimulated osteoblasts and osteocytes [52]. Furthermore, the anabolic effects of PTH on bone formation *in vivo* were attenuated in a mouse model deficient in *Egfr* [52], indicating its importance in PTH induced bone formation. Another gene which was upregulated by PTH was *Ptn*, encoding pleiotrophin/heparin-binding growth-associated molecule (HB GAM). HB GAM has been demonstrated to induce motility of cells of the osteoblastic lineage and overexpression of HB GAM in a transgenic mouse model resulted in increased cortical and cortical bone volume [53]. This suggests that cell motility plays an important role in bone formation and that the anabolic effect of PTH on bone may be mediated by this increased motility.

In the IDG-SW3 cell culture model, some of the *Dmp1*-GFP positive cells are embedded within the mineralized matrix, but many of them are not completely surrounded by mineral and therefore may be representative of osteocytes that are partially embedded or embedded within the mineralized matrix but still close to the bone surface. The IDG-SW3 cells that were fully embedded did not appear to increase their motility in response to PTH. *In vivo*, it would therefore be expected that the PTH-induced increase in motility would be targeted towards partially embedded osteocytes and cells in the process of differentiating. Interestingly, it has been shown that osteocytes are able to remodel their perilacunar environment [54–57]. Furthermore, osteocytic osteolysis has been observed in response to continuous PTH treatment in rat cortical bone [58] and PTHrP treatment in mouse cortical bone [54]. Therefore it is conceivable that PTH treatment could potentially stimulate an embedded osteocyte to exit its lacuna and become motile if this was preceded by osteolytic osteolysis that was sufficient to release the cell from the constraints of its lacuna. While this might be possible for an osteocyte close to the bone surface, it remains unlikely that an osteocyte several cell layers down from the bone surface would be able to escape from its lacuna.

The increase in cell motility occurs concurrently with, and is likely linked to, the loss of the mature osteocyte phenotype in IDG-SW3 cells and primary osteocytes. Osteoblasts are known to be highly motile cells [35] and if these cells are reverting back to a more osteoblastic phenotype then it would be reasonable to assume that they would take on the properties of these cells. It is unknown what fate would befall the cells *in vivo* and whether they would be able to become fully functioning bone forming osteoblasts again, however, a recent study has shown that quiescent bone lining cells can be converted back to active osteoblasts by intermittent PTH treatment [59]. It has also been recently discovered that osteocytes are capable of de-differentiating into motile osteoblasts, when allowed to escape from their lacunae [60], suggesting a much greater plasticity of these terminally-differentiated cells than was previously imagined. This raises the possibility that PTH, via osteocytic osteolysis, facilitates the escape of embedding and recently embedded osteocytes. It is intriguing to speculate what functions these released cells might have, such as potentially providing an additional source of osteoblasts to increase bone formation, similar to the PTH-activated bone lining cells. However, it should be noted that the PTH-treated IDG-SW3 cells also had decreased expression of genes such as *Bglap* and *Col1a1*, suggesting that they are not behaving as mature, bone forming osteoblasts in the presence of PTH. Further studies would be required to determine whether such osteoblast markers are increased upon cessation of PTH treatment.

Cell motility can be regulated by many different intra and extracellular signaling pathways. Several pathways downstream of the PTH1R are known to be involved in cell morphology and motility, such as PKA [61,62], PKC [63,64], Epac [65,66] and Pi3K [67,68]. However, we found that none of these pathways were responsible for inducing morphological changes in the mature IDG-SW3 cells. The only inhibitors which could block these changes were those which targeted L-type calcium channels. Interestingly, we discovered that PTH treatment downregulated the expression of T-type and upregulated the expression of L-type calcium channel subunits in mature IDG-SW3 cells. It has previously been shown that L-type calcium channels are mainly expressed in osteoblasts whereas T-type channels are more highly expressed in osteocytes in comparison to osteoblasts [42]. This correlates with the de-differentiation of the mature IDG-SW3 cells in response to PTH. We also found that that L-type calcium channel blockers prevented the change in morphology induced by PTH and significantly reduced cell motility, suggesting the importance of the L-type calcium channels in mediating these effects. The loss of osteocyte phenotype in the IDG-SW3 cells was not blocked by the calcium channel blockers, however, suggesting that an alternative signaling pathway is responsible for these effects. Of course, these findings need to be confirmed in human cells.

In summary, we have shown that cells with the osteocyte phenotype respond to PTH treatment by losing their mature osteocyte phenotype. We have also shown that PTH changes the morphology and increases the motility of *Dmp1*-GFP positive cells in these cultures and in primary cells. This change in morphology and increased cell motility appears dependent on calcium signaling which is distinct from the effects of PTH on gene expression. As the mechanisms behind the anabolic effects of PTH are still being elucidated, these cells may play an important role in this process. We speculate that the capacity of PTH to enhance bone cell mobility may be one of the means whereby PTH accelerates bone turnover.

## Supporting Information

S1 Fig Generation of an *E11*/*gp38* flx plasmid construct. Two loxP sites were inserted into the *E11*/*gp38* exon 1 non-coding region and intron 1 respectively. A FRT-polII-neo^r^-FRT cassette was inserted before the 3’ loxP site for neomycin selection of ES cells. The final construct was confirmed by sequencing at every insertion site of the sub-cloning with five adjacent primers. As labeled in the map, the sequencing results of 5’ loxP, FRT, polII, 3’ FRT and loxP all matched theoretical expectation. The restriction mapping on the bottom left shows the correct fragmentation of the construct by *Sac*I: 0.5+6.4+6.6 kb, *Eco*RI: 0.5+9.8+3.2 kb, *Mfe*I: 13.5 kb, *Sal*I: 13.5 kb, *Spe*I: 7.6+5.9kb, and *Bam*HI: 0.8+1.4+4.5 +6.8 kb.
(DOCX) Click here for additional data file.

S2 Fig Generation of mice with *E11*/*gp38* flx allele. After blastocyst injection and germline transmission, mice with the *E11*/*gp38* flx allele were confirmed by the *Eco*RI bands of a 296 bp product by PCR genotyping. The wild type allele showed a 190 bp product by PCR
(DOCX) Click here for additional data file.

S1 Table GSEA analysis of genes downregulated by PTH in IDG-SW3 cells and primary *ex-vivo* osteocytes. (XLSX) Click here for additional data file.

S2 Table GSEA analysis of genes upregulated by PTH in IDG-SW3 cells and primary *ex-vivo* osteocytes. (XLSX) Click here for additional data file.

S1 Video PTH-induces an elongated shape and increased motility in mature IDG-SW3 cells. IDG-SW3 cells were differentiated for 28 days and the mineral was imaged by adding 0.5μg/ml alizarin red to the culture media as a vital stain for calcium. The left panel shows control cultures treated with the PBS vehicle and the right panel shows cultures treated with 50nM PTH 1–34. Time lapse images were captured using a widefield epifluorescence live imaging microscope every 30 minutes. Note the dramatic elongation of the *Dmp1*-GFP positive cells in the PTH treated culture and the increased motility of these elongated cells compared to the control.
(AVI) Click here for additional data file.

S2 Video PTH-induces an elongated shape and increased motility in primary calvarial cells, which is not blocked by deletion of *E11/gp38*. Primary osteoblasts were isolated from *Dmp1*-GFP transgenic mice (left panel) and *Dmp1*-GFP transgenic mice on an *E11/gp38*-deficient background (right panel). The E11-deficient mice were homozygous for the *E11*fl/fl allele, which functions as a hypomorph, resulting in negligible expression of E11/gp38. The cells were differentiated for 21 days and then both cultures were treated with 50nM PTH 1–34. Time lapse images were captured using a widefield epifluorescence live imaging microscope every 30 minutes. Note that both the *Dmp1*-GFP control primary cells and the *Dmp1*-GFP/E11-deficient primary cells show similar cell elongation and increased motility in response to PTH, suggesting that the lack of E11/gp38 does not block the PTH induced response.
(AVI) Click here for additional data file.

S3 Video Diltiazem blocks the elongated shape and increased motility in IDG-SW3 cells in response to PTH. IDG-SW3 cells were differentiated for 21 days and then treated with 50nM PTH 1–34 (left panel) or PTH + 100μM Diltiazem Hydrochloride (right panel). Time lapse images were captured using a widefield epifluorescence live imaging microscope every 30 minutes. Note the reproducible elongation of *Dmp1*-GFP positive cells and increase in motility with PTH treatment, which is blocked in the presence of diltiazem.
(AVI) Click here for additional data file.

# Supplementary material for: Parathyroid Hormone Induces Bone Cell Motility and Loss of Mature Osteocyte Phenotype through L-Calcium Channel Dependent and Independent Mechanisms
**Source:** PLoS One. 2015 May 5;10(5):e0125731. doi: 10.1371/journal.pone.0125731
**Supplement:** S1 Fig — Two loxP sites were inserted into the E11/gp38 exon 1 non-coding region and intron 1 respectively. A FRT-polII-neor-FRT cassette was inserted before the 3’ loxP site for neomycin selection of ES cells. The final construct was confirmed by sequencing at every insertion site of the sub-cloning with five adjacent primers. As labeled in the map, the sequencing results of 5’ loxP, FRT, polII, 3’ FRT and loxP all matched theoretical expectation. The restriction mapping on the bottom left shows the correct fragmentation of the construct by SacI: 0.5+6.4+6.6 kb, EcoRI: 0.5+9.8+3.2 kb, MfeI: 13.5 kb, SalI: 13.5 kb, SpeI: 7.6+5.9kb, and BamHI: 0.8+1.4+4.5 +6.8 kb.

**S1_Fig.**

How the deposited data were processed for this re-analysis (not part of the article)

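Cortical bone tubes from mouse tibia and femur were cultured for 24 hours without PTH or with 250 nM PTH, and RNA from each preparation was hybridized to an Illumina mouse bead array with 45281 probes. There were 3 arrays for control and 3 for PTH, mapped to their groups from the sample labels and the paper's methods. Each array was taken as 1 replicate.

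The authors deposited a table of linear signal intensity for each probe and array, without normalization or background subtraction, and beside each a detection p-value from the array software, which compares the probe with the negative controls. All columns of per-sample values in the table were used. The authors' own normalized values and differential scores were not analysed here. The authors' fold changes and ranking metrics were taken from Table 1, S1 Table and S2 Table of the paper.

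From these signals, background correction, an offset of 16 and quantile normalization were computed with neqc in limma 3.58.1 under R 4.3.3, and values were taken to the log2 scale. A probe was tested when its detection p was under 0.05 on at least 3 of the 6 arrays. Of 45281 probes, 16214 passed, and between 34.2% and 38.4% of probes were above background on each array. PTH was compared with control by lmFit and eBayes, with Benjamini-Hochberg adjustment over all probes tested. A gene was counted once, by its brightest probe, and was called at an adjusted p under 0.05 with a fold change of at least 1.5. Of the 43 called genes with more than 1 probe tested, all probes moved in one direction for 38, and all probes were called for 10. A probe above background on no array of a group has only a bound there, and no fold change is given where both groups are below background. Gene symbols are those of the table, and current names were taken from the RefSeq gene table of assembly GRCm38.p6, which matched 13424 symbols directly and 8258 as older names. Probe sequences were not used.

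Genes are named by a rule set before the data were examined. They are those the paper names, and the 5 largest rises and 5 largest falls among called genes whose PTH arrays all lay beyond the control arrays. The sets of S1 Table and S2 Table were tested against all other genes with camera at a preset correlation of 0.01, with fry and with an estimated correlation. In addition 13 lists of marker genes were tested with camera over genes above background, for osteocytes and osteoblasts, osteoclasts, red cells, neutrophils and myeloid cells, B lymphocytes, macrophages, skeletal muscle, cartilage, fat, endothelium, cAMP response, glycolysis and hypoxia, and cell cycle. The signal-to-noise metric was computed as the difference of group means over the sum of group SDs, with each SD at least 0.2 times its mean. The enrichment scores were not recomputed, because the lists of IDG-SW3 genes were not used here.

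The procedure was tested on simulated data built from these arrays. Of 200 probes given known changes among 16048 probes, 169, or 84.5%, were recovered with 12 false calls. Of those changed by at least 1.5 on the log2 scale, 98.4% were recovered. Every known change was larger than the fold change minimum and was given to a probe clearly above background. Noise was drawn independently for each probe and array. The shares recovered therefore do not cover smaller changes, probes near the background or effects shared by an array.

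Alternatives set before the data were examined were quantile normalization alone, normexp with an offset of 50, median scaling, cyclic loess, no detection filter, a detection p under 0.01 on all 6 arrays, the replicate number as a block, each array left out in turn, other thresholds and rules for probes, the methods' t-test, and other set tests. Background subtraction and a term for the arrays numbered 3 were added after the data were seen. A slide block could not be run.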

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

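The paper does not discuss the haemoglobin genes, the neutrophil genes, the eGFP probe or the separate probes of *Actb* in the bone tubes. It states that many genes raised there act in bone resorption. Of the osteoclast list tested here it names *Oscar* alone. The marker lists were set before the data were examined, while the tests of explanations for haemoglobin, eGFP and *Actb* were chosen after the results were seen. All values are changes of PTH against control on the log2 scale with 3 arrays in each group.

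*Hbb-b1* changed by -1.89 (limma adjusted p = 0.000793) and *Hba-a1* by -1.98 (limma adjusted p = 0.000747), with every PTH array below every control array. These are genes that mark red cells and lie outside those the paper discusses. Related globin genes may share these probes. Normalization argues little for the fall, since under the other scalings and background corrections the change of *Hbb-b1* came no closer to 0 than -1.715, and under median scaling, which shifted all genes by 0.12, it was -1.83 relative to that shift. Less residual blood and marrow of one makeup is also argued against, since neutrophil and myeloid genes changed by a median that was 1.22 less negative than that of the haemoglobin genes. The B lymphocyte list did not pass (median 0.16, camera adjusted p = 0.228), and its *Igll1* rose (0.81, limma adjusted p = 0.0436). But its tested genes leave out *Igl-V1* (-1.45, limma adjusted p = 0.00394) and an immunoglobulin kappa gene (-0.85, 0.0206). These fell and were singled out after their values were seen. A loss of blood and marrow cells in unequal shares was therefore not excluded. A loss of red cells or their precursors alone, or a change of haemoglobin transcripts with PTH, stays open, because 0 of 5 other red cell genes were above background on 3 or more arrays.

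The neutrophil and myeloid list changed by a median of -0.72 (camera adjusted p = 1.22e-10, fry adjusted p = 8.15e-05, 0.0144 with an estimated correlation). All 9 of its genes above background were lower with PTH, between -0.91 and -0.43. The median was -0.55 under median scaling and -0.66 relative to the shift of all genes there, and it stayed between -0.78 and -0.66 with 1 array left out at a time. The paper names none of these genes. The tables do not tell a change in the number of such cells left in the tubes from a change in their transcripts, and explanations other than the processing settings were not tested.

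The osteoclast list changed by a median of 0.57 (camera adjusted p = 1.09e-07, fry adjusted p = 0.000236, 0.0181 with an estimated correlation). All 8 of its genes above background were higher with PTH, between 0.36 and 1.08, and 1 of them, *Oscar*, is named by the paper. The median was between 0.53 and 0.62 with 1 array left out at a time and 0.61 relative to the shift of all genes under median scaling. Singly, *Acp5* (limma adjusted p = 0.0372), *Mmp9* (0.0433) and *Oscar* (0.0297) passed, and these were singled out after their values were seen. Over the other scalings, background corrections and detection filters it was lowest without the detection filter, at 0.40, and highest under median scaling, at 0.73, and the list passed with camera under each. Other technical explanations were not tested.

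A probe listed as eGFP was above background on 6 of 6 arrays and changed by -1.29 (limma adjusted p = 0.0409). That it is above background on every array argues against background signal. The sample labels name no reporter, and the paper's text on the bone tubes names none. Among 16213 other probes, eGFP ranked 2 by closeness to the course of *Dmp1* over the 6 arrays, and also 2 among the 94 probes that fell by at least 1 on the log2 scale, with a root mean square difference of 0.14 where the median of those probes was 0.36. Within groups the deviations were less close, with eGFP at rank 686. A candidate explanation is that the bones came from mice with a reporter under the *Dmp1* promoter. It was found and tested on the same arrays. The paper used such mice, and IDG-SW3 cells with such a reporter, for other experiments, so material of those cells in these samples was not excluded either, and binding of the probe to another transcript stays open, since its sequence was not used here.

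Of 5 probes of *Actb*, 1 changed by -1.59 (limma adjusted p = 0.0282) and another by -1.49 (limma adjusted p = 0.00693). The second brightest changed by -0.71 (limma adjusted p = 0.0518), with every PTH array below every control array. The brightest changed by -0.11 (limma adjusted p = 0.721) and another by -0.03. The paper uses *Actb* as the reference gene for its real-time PCR, in other samples. Compression of the brightest probes is argued against, since the second brightest probe changed by -0.681 relative to the third brightest. Degradation of RNA in the PTH tubes is argued against, since of 65 genes with at least 3 bright probes, only 1, *Actb* itself, had changes spanning as wide a range, 1.56 against a median of 0.21. Probes that detect other transcripts or variants stay open and were not tested.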

How the results depend on the processing

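The settings named here were set before the data were examined, apart from background subtraction and the term for arrays numbered 3, which were added after the data were seen.

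The count of 207 genes changed by PTH stayed within 1.5 times under quantile normalization alone, normexp with an offset of 50, cyclic loess and no detection filter. It also did with detection on all 6 arrays, the mean of probes, no fold change minimum, background subtraction and the term for the arrays numbered 3. The genes called moved more than the count. Of the 207, 116 stayed called under quantile normalization alone, 154 under normexp with an offset of 50 and 130 under background subtraction. With detection on all 6 arrays 158 did, without the detection filter 157, with the term for the arrays numbered 3 167 and under cyclic loess 204. The count moved to 104 under median scaling, where 84 of the same genes were called, with 60.6% higher with PTH against 39.6%. Under that scaling the adjusted p of the named genes ranked by the size of the change alone. A pass or a failure there thus says little of a gene's own spread between arrays. The test against a fold change of 1.5 gave 17, an unadjusted p under 0.05 gave 622, and the paper's score of 5 taken as an unadjusted p gave 649. The methods' t-test gave 506 at its own threshold and 69 after Benjamini-Hochberg adjustment. Leaving out 1 array gave 50 (control replicate 1), 68 (control replicate 2), 95 (control replicate 3), 72 (PTH replicate 1), 52 (PTH replicate 2) and 88 (PTH replicate 3), so each array mattered, with fewer arrays in the test. Of those calls 49, 65, 88, 67, 51 and 83 were among the 207. In these counts the cause of a move was not tested beyond the threshold and the number of arrays.

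The counts of named genes here are of those at an adjusted p under 0.05 (limma) in the named direction, without the fold change minimum. Of the genes named as lowered, 6 of 12 passed. The count was 11 under quantile normalization alone and 11 under normexp with an offset of 50, and between 3 and 6 with 1 array left out. It was 3 without control replicate 1. Of the genes named as raised, 4 of 6 passed. This became 2 without the detection filter and 1 under background subtraction, and between 0 and 2 with 1 array left out. It was 0 without control replicate 2 and 0 without PTH replicate 2, 1 without control replicate 1, PTH replicate 1 or PTH replicate 3, and 2 without control replicate 3. In each of these fits all 6 genes had an unadjusted p under 0.05 in limma. Of the Table 1 genes, 1 passed. The count was 6 under quantile normalization alone, 3 under normexp with an offset of 50, 2 with detection on all 6 arrays, 0 under median scaling, 0 under background subtraction and 0 whichever array was left out, where limma gave between 7 and 9 of these genes an unadjusted p under 0.05. Under quantile normalization alone the Table 1 genes that passed rose by between 1.26-fold (*Tes*) and 1.42-fold (*Plat*). Under normexp with an offset of 50 they rose by at most 1.47-fold (*Plat*), so none reached 1.5-fold under either. Apart from the smaller number of probes tested and of arrays, the cause of these moves was not tested.

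No named gene that was tested changed direction under any setting run for it. The fold changes of 3 Table 1 genes moved by more than the spread between arrays when taken as a linear ratio without background correction.

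The S1 Table list kept its direction and passed under every setting run, with a median log2 fold change between -0.53 and -0.17, and the S2 Table list likewise, between 0.32 and 0.65. Of the marker lists, 8 of 13 passed. With an estimated correlation 5 did, and between 5 and 8 with 1 array left out, 5 without control replicate 3 and 5 without PTH replicate 2. The correlation of the signal-to-noise metric with S1 Table, 0.58, became 0.62 with log2 values, 0.68 with linear values after neqc and 0.76 with background subtraction. With S2 Table it went from 0.74 to 0.82, 0.94 and 0.98.

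By their deviations from the group means the replicate numbers did not pair the arrays as a whole, since same-numbered arrays correlated at 0.067, 0.064 and 0.273, although the probes above background rose with the number in both groups. With the replicate block 44 genes were called (1991 at an unadjusted p under 0.05, against 1783), 43 of them among the 207, and 8 marker lists, with endothelium (camera adjusted p = 0.0428) and without cartilage (0.0934), with 2 of the genes named as lowered, 1 of those named as raised and 0 of the Table 1 genes, of which 8 had an unadjusted p under 0.05 in limma.

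The real split of the arrays called more genes than any of the 10 splits into 3 and 3, as large a count being reached by 1 split, itself. The others called 0 genes with limma, with between 328 and 706 at an unadjusted p under 0.05. The same holds for the genes named as lowered, those named as raised and the Table 1 genes (1 split each). For S1 Table and S2 Table 1 split each gave as small a p, and the smallest p of another split was 3.35e-09 for S1 Table and 1.5e-10 for S2 Table. For the marker lists 1 split called as many. Some of the other splits called lists too, up to 4, where limma called 0 genes. Camera at the preset correlation thus passed some lists without the real grouping. With 10 splits the share cannot go below 0.1, so these splits alone cannot exclude chance for any of these.

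A slide block was not run, since no slide is named. Signal over background limits what can be seen. Of 31508 symbols, 14704 were above background on no array.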

Differences from the paper's values

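The paper reports 431 genes responsive to PTH in the bone tubes, and 207 were called here. The methods describe the paper's score as allowing for multiple testing, and that score was not computed here. Of the alternatives set before the data were examined, an unadjusted p under 0.05 (622 genes) and the methods' t-test at its own threshold (506 genes) came within 1.5 times of the paper's count. Quantile normalization alone (140), normexp with an offset of 50 (211), median scaling (104), cyclic loess (232), no detection filter (158), detection on all 6 arrays (279), the mean of probes (263), no fold change minimum (207), the paper's score taken as a p (649), the adjusted t-test of the methods (69), the test against a fold change of 1.5 (17), the replicate block (44) and every fit with 1 array left out (50 to 95) did not.

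The paper's fold change of *Etv1* in the *ex vivo* osteocytes is 1.08, and it was 1.65 here. Median scaling (1.77), cyclic loess (1.66) and the fits without control replicate 1, control replicate 3, PTH replicate 1 or PTH replicate 2 also differ from it. Quantile normalization alone (1.27), normexp with an offset of 50 (1.36), the linear ratio without background correction (1.27) and the fits without control replicate 2 (1.44) or PTH replicate 3 (1.46) come within 1.5 times of the paper's value, and none of them reaches it. A ratio of 1.07 was found at another probe of *Etv1*, above background on no array, with background subtraction, a setting chosen after the values were seen, which drops 5 of the genes that the paper names and that were called here (*Nfatc4*, *Oscar*, *Plat*, *Sp7* and *Tnfsf11*). With the brightest probe that setting gave 1.85 and, as a ratio of linear means, 1.79.

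The paper gives *Bdnf* and *Sema3c* in Table 1 as the genes with the largest fold changes in the *ex vivo* osteocytes. Here the brightest probe of each was above background on no control array and on 1 PTH array, and no fold change is given. The paper names *Sost*, *Phex*, *Dlx3*, osteocalcin and *Col1a1* as lowered and *E11/GP38* and *Sema4f* as raised. Their means moved in those directions here without passing an adjusted p under 0.05 (limma). Of these, *Sost*, *Phex*, *Bglap1* and *Col1a1*, and *E11/GP38* and *Sema4f*, passed under quantile normalization alone and under normexp with an offset of 50, *Sost* also under median scaling, and *Phex*, *Col1a1*, *E11/GP38* and *Sema4f* with detection on all 6 arrays. *E11/GP38* also passed with a term for the arrays numbered 3, chosen after the values were seen, which drops 1 gene the paper names, *Oscar*. *Dlx3* passed under no setting run with adjustment over all probes tested. Adjusted over the lists alone, or at an unadjusted p under 0.05, all of these genes passed. *Dmp1*, named in the same way, passed under quantile normalization alone, normexp with an offset of 50, median scaling, cyclic loess, detection on all 6 arrays, without PTH replicate 3 and with the term for the arrays numbered 3, chosen after the values were seen. *Col1a1* is named by the paper as part of the negative set and is not among the entries of S1 Table. The arrays are not the paper's only evidence in bone. From real-time PCR on other bone fragments, at a lower dose of PTH, the paper reports *Sost*, *Phex*, *Dmp1* and *Mepe* lowered and *E11/GP38* raised.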

Other observations

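The tests in this part of explanations for the folds of *Bdnf* and *Sema3c*, the S1 Table genes at background, the granzyme and mast cell protease genes and the arrays numbered 3 were chosen after the results were seen.

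The paper's fold changes of *Bdnf* and *Sema3c* in Table 1 are 37.57 and 16.69. Computed with background subtraction before quantile normalization, the control means of their brightest probes were 0.97 and 1.31 (1.305 is the larger), within the spread of background signals, whose SD was 7.87, and the ratios were 11.2 and 8.29. Ratios as large were found for no other Table 1 gene's brightest probe. A candidate explanation for such folds is division by a control mean near 0. The paper's own values were not reached. For 9 of the 11 genes some probe gave a ratio within 0.02 of the paper's fold, and for 5 of them this was the brightest probe. For *Egfr* (1.01), *Itga11* (1.165) and *Tes* (1.11) it was another probe, above background on all 6 arrays, that rose less than the brightest (1.38, 1.34 and 1.28).

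Of the 365 S1 Table genes, 85 were above background on no array. Among the 14704 genes at background on every array, 15.4% had a signal-to-noise metric at least as negative as the one nearest 0 in S1 Table with the real groups, and 16% on average with the other 9 splits of the arrays. A share of such genes in the list could come from the chance spread of background signals.

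*Gzmd* and *Mcpt1* were among the largest rises. Of 18 other marker genes of mast cells and cytotoxic lymphocytes, 0 rose at an adjusted p under 0.05 (limma). But the 18 leave out *Gzme* (1.49, limma adjusted p = 0.00743), *Mcpt8* (1.35, 0.00293), *Mcptl* (1.31, 0.00731) and *Il1rl1*, which rose and were singled out after their values were seen. Of the 18, 11 were above background on no array, among them *Cpa3*, *Gzma* and *Gzmb*, and the 5 above background on every PTH array changed by a median of -0.37. *Gzmd*, *Mcpt1*, *Il1rl1*, *Gzme* and *Mcpt8* are listed in S2 Table, and *Mcptl* is not. The paper gives that table as genes raised by PTH in IDG-SW3 cells as well as in the bone tubes. That listing goes with a response of bone cells to PTH, though the data of the cell line were not analysed here. More mast cells or cytotoxic lymphocytes in the tubes stays open.

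The 2 arrays numbered 3 deviated from their group means together (r = 0.273 across probes), and both had more probes above background than the other arrays of their group. A preparation or array run shared by these arrays could give this, and they were the closest pair across groups (SD of the difference 0.363, against 0.418 to 0.45 for the other pairs). With a term for the arrays numbered 3 the count was 185 genes, fewer than 207, while the genes at an unadjusted p under 0.05 (limma) went from 1783 to 2039, so a shared preparation or run stays open.

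Among the other marker lists, cAMP response genes changed by a median of 0.54 (camera adjusted p = 7.22e-07), led by *Rgs2* (1.55, limma adjusted p = 0.00578), and osteocyte and osteoblast genes by -0.68 (camera adjusted p = 1.22e-10), a list that holds genes the paper names. Both also passed with fry and with an estimated correlation, as did the red cell list (median -1.93, camera adjusted p = 7.78e-07). Cell cycle genes (0.20, camera adjusted p = 0.0213), macrophage genes (-0.15, camera adjusted p = 0.0323) and cartilage genes (-0.47, camera adjusted p = 0.0469) passed with camera but not with an estimated correlation, and each lost its call without at least 1 of the arrays. Endothelium (-0.33, camera adjusted p = 0.064), skeletal muscle (-0.31, 0.113), B lymphocyte (0.16, 0.228), fat (-0.01, 0.947) and glycolysis and hypoxia genes (0.16, 0.947) did not pass. Endothelium passed without the detection filter, without control replicate 2 and without PTH replicate 3. It also passed with the replicate block (camera adjusted p = 0.0428) and with the term for the arrays numbered 3. Skeletal muscle, with 2 genes tested, passed with fry (adjusted p = 0.0115).

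*Kera* and *Fgf23* were above background on no array. The paper reports *Kera* raised by PTH in real-time PCR on other bone fragments. The probes of *Cacna1c* and *Cacna1h*, subunits the paper measured in IDG-SW3 cells, were above background on at most 1 control array and on no PTH array, so no change is given.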
